# Deciphering the effects of PYCR1 on cell function and its associated mechanism in hepatocellular carcinoma

**DOI:** 10.7150/ijbs.58026

**Published:** 2021-06-01

**Authors:** Yanzhen Xu, Wenpu Zuo, Xiao Wang, Qinle Zhang, Xiang Gan, Ning Tan, Wenxian Jia, Jiayi Liu, Zhouquan Li, Bo Zhou, Dong Zhao, Zhibin Xie, Yanjun Tan, Shengfeng Zheng, Chengwu Liu, Hongtao Li, Zhijian Chen, Xiaoli Yang, Zhaoquan Huang

**Keywords:** Pyrroline-5-carboxylate reductase 1, Hepatocellular carcinoma, Antitumor, Antimetastasis, Molecular docking, RNA-seq, miRNA

## Abstract

Overexpression of pyrroline-5-carboxylate reductase 1 (PYCR1) has been associated with the development of certain cancers; however, no studies have specifically examined the role of PYCR1 in hepatocellular carcinoma (HCC). Based on The Cancer Genome Atlas expression array and meta-analysis conducted using the Gene Expression Omnibus database, we determined that *PYCR1* was upregulated in HCC compared to adjacent nontumor tissues (P < 0.05). These data were verified using quantitative real-time polymerase chain reaction, western blotting, and immunohistochemistry analysis. Additionally, patients with low PYCR1 expression showed a higher overall survival rate than patients with high *PYCR1* expression. Furthermore, PYCR1 overexpression was associated with the female sex, higher levels of alpha-fetoprotein, advanced clinical stages (III and IV), and a younger age (< 45 years old). Silencing of *PYCR1* inhibited cell proliferation, invasive migration, epithelial-mesenchymal transition, and metastatic properties in HCC *in vitro* and *in vivo.* Using RNA sequencing and bioinformatics tools for data-dependent network analysis, we found binary relationships among PYCR1 and its interacting proteins in defined pathway modules. These findings indicated that PYCR1 played a multifunctional role in coordinating a variety of biological pathways involved in cell communication, cell proliferation and growth, cell migration, a mitogen-activated protein kinase cascade, ion binding, *etc*. The structural characteristics of key pathway components and PYCR1-interacting proteins were evaluated by molecular docking, and hotspot analysis showed that better affinities between PYCR1 and its interacting molecules were associated with the presence of arginine in the binding site. Finally, a candidate regulatory microRNA, miR-2355-5p, for *PYCR1* mRNA was discovered in HCC. Overall, our study suggests that PYCR1 plays a vital role in HCC pathogenesis and may potentially serve as a molecular target for HCC treatment.

## Introduction

Pyrroline-5-carboxylate reductase 1 (PYCR1), the most abundant isoform in the PYCR family, is an enzyme that catalyzes the NAD(P)H-dependent conversion of Δ^1^-pyrroline-5-carboxylate (P5C) to proline 1. Members of the human PYCR family (PYCR1-3) and proline dehydrogenase 1 (PRODH) have an established metabolic relationship, known as the proline-P5C cycle 2. PRODH oxidizes proline to P5C, whereas proteins from the PYCR family reduce P5C back to proline 3. The proline-P5C cycle plays a pivotal role in a myriad of cellular processes, including amino acid metabolism, and is involved in the maintenance of the intracellular redox potential and mitochondrial integrity 4. The important regulatory contribution of PYCR1 is the catalysis of P5C to proline. Recent studies have also reported that PYCR1 converts Δ^1^-piperideine-6-carboxylate into pipecolic acid and is associated with the expression of matrix metalloproteinases 1, 4. Furthermore, PYCR1 has demonstrated an ability to protect cells from mitochondrial fragmentation during oxidative stress 4-6. Meanwhile, mutations in *PYCR1* have been shown to induce the development of cutis laxa, a multisystem disorder characterized by premature aging, the appearance of wrinkled and lax skin, joint laxity, and a general developmental delay 7.

Hepatocellular carcinoma (HCC) is the third leading cause of cancer-related mortality worldwide and is responsible for approximately 700,000 deaths annually 8, 9. Many risk factors are associated with the development of HCC, among which the most critical factors include chronic hepatitis C or hepatitis B infection, alcoholic cirrhosis, nonalcoholic steatohepatitis, and exposure to aflatoxin B1 10-12. Given the asymptomatic nature of HCC in the early stages, majority of HCC cases are not detected until reaching advanced stages, which results in incurable disease states 13, 14. Moreover, patients who are diagnosed with advanced HCC are not candidates for definitive-intent therapies, such as resection, transplantation, or ablation 15. Although first-line therapy with sorafenib is considered the standard of care for patients with advanced HCC, outcomes remain poor. As a result, the general prognosis is poor, with a 5-year overall survival (OS) rate of 3-5% 16, 17. Nevertheless, recent advances have been made in the treatment of HCC, including sophisticated locoregional therapy and its associated assisted technology, newly available drugs and procedures associated with transcatheter arterial therapy, and biomarker-matched molecular-targeted therapy. Gene therapy, including gene-targeted therapy, is one of the most promising therapeutic options for HCC.

Overexpression of PYCR1 has been reported in many cancers, including non-small cell lung cancer, prostate cancer (PCa), colon cancer, and breast cancer 18-22. Knockdown of PYCR1 was found to significantly inhibit PCa cell growth and colony formation 1, whereas PYCR1 overexpression has been correlated with poor prognoses in patients with specific cancers 1, 18. PYCR1 expression has also been significantly associated with breast cancer tumor size, grade, and invasiveness. It was reported that *PYCR1* silencing could inhibit the expression of insulin receptor substrate 1 (IRS1) and insulin resistance via the suppression of the c‑Jun N‑terminal kinase (JNK) signaling pathway, which subsequently inhibited HCC cell proliferation and promoted cell apoptosis 23. However, it remains unclear whether PYCR1 is involved in other biological pathways related to HCC pathogenesis and development.

In the present study, we aimed to analyze the relationship between PYCR1 silencing and HCC *in vitro and in vivo*, in order to provide a better understanding of the mechanisms underlying HCC cell growth and survival. Furthermore, RNA sequencing (RNA-seq), bioinformatics analyses, and molecular docking were used to elucidate protein interactions that are associated with the function of PYCR1. The results will probably provide us a potential drug target for therapy or a biomarker for diagnosis and prognosis. These results will help us better understand the role of PYCR1 in the pathogenesis and development of HCC.

## Methods

### Cells and reagents

The HCC cell lines used in this study included Huh7 cells and LM3 cells. Because the PYCR1 expression of these two cells were higher than the other cells (Figure S1). The HCC cell lines were obtained from the China Center for Type Culture Collection (Wuhan, China). These cell lines were cultured in Dulbecco's modified Eagle's medium (DMEM; Gibco, USA) supplemented with 10% fetal bovine serum (FBS; Gibco) and maintained in a humidified incubator with 5% CO_2_ at 37 °C.

The following antibodies were used in immunoblotting and immunofluorescence studies: anti-β-actin (HRP-60008; Proteintech Group, China), anti-PYCR1 (131081; Proteintech Group), anti-E-cadherin (PA5-19479; ThermoFisher Scientific, USA), anti-β-catenin (ab32572; Abcam, USA), anti-N-cadherin (ab76011; Abcam), and anti-vimentin (ab92547; Abcam).

Reagents and materials used for the analysis of cell proliferation, migration, and invasion and for RNA-seq included Cell Counting Kit‑8 (CCK‑8; CK04, Dojindo Molecular Technologies, Inc., Rockville, MD, USA), Transwell plates (8 μm pore size; Corning, Inc.), RNA Nano 6000 assay kit (Agilent Technologies, CA, USA), and NEB Next® Ultra™ RNA library prep kit for Illumina® (#E7530L; New England Biolabs, USA).

### Specimen collection

A total of 106 tumor samples and adjacent nontumor liver tissues were obtained from patients who had been pathologically diagnosed with HCC and undergone a partial hepatectomy at The Affiliated Hospital of the Guilin Medical University. None of the patients received adjuvant chemotherapy or radiotherapy prior to surgery, and all cases were independently confirmed by two senior pathologists. The clinicopathological information for all cases was retrieved from the hospital's clinical database. This study was approved by the ethics committee of the Guilin Medical University, and informed consent was obtained from the patients.

### Meta-analysis

Seven microarray datasets (GSE84598, GSE57957, GSE39791, GSE31370, GSE36411, GSE89377, and GSE87630) were downloaded from the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/). Multiple probes were used for the detection of the *PYCR1* gene, and the mean expression value was calculated for each probe 24. Expression data for *PYCR1* mRNA in HCC tissues were extracted from the datasets using the R software, and then a meta-analysis was performed. Standardized mean differences and 95% confidence intervals were calculated for pooled values and indicated expression differences. Cochran's Q and I^2^ tests were used to evaluate heterogeneity. Based on the level of heterogeneity, two models were applied to the overall meta-analysis. A random-effect model was chosen when there was significant heterogeneity among all samples (P < 0.05, I^2^ > 50%), and a fixed-effect model was used when there was no significant heterogeneity, as indicated by statistical analysis 25-28.

### Data mining using the TCGA database

Clinical and RNA-seq data for TCGA cohorts were downloaded from the Xena Public Data Hubs (https://xena-browser.net/). Gene expression was quantified experimentally using the Illumina HiSeq 2000 RNA-seq platform. Three TCGA datasets including gene expression RNA-seq (Illumina HiSeq, n=423) dataset, phenotype (n=438) dataset, and miRNA expression RNA-seq (Illumina Hiseq, n=420) dataset were used in the study, which belongs to TCGA Liver Cancer cohort. A total of 413 samples, including 363 HCC tissues and 50 adjacent non-HCC tissues were selected for this study. Detailed patient information and *PYCR1* expression levels are summarized in Table 1. The TCGA database was also employed to confirm the potential OS and relapse-free survival of patients, as well as receiver operating characteristic (ROC) signatures of PYCR1 29.

### Prediction of miRNAs

Four frequently used online tools, including miRNet (https://www.mirnet.ca), miRDB (http://www.mirdb.org), miRTarBase (http://mirtarbase.mbc.nctu.edu.tw/php/index.php), and TargetScan (http://www.targetscan.org/vert_72/) were used to predict the upstream regulatory miRNAs of *PYCR1*. Only miRNAs appearing in two or more sets of the results were chosen as candidate miRNAs.

### Reverse transcription-polymerase chain reaction

Total RNA was extracted using TRIzol reagent. Reverse transcription was carried out in a 20 µL reaction volume with 1 µg total RNA using the PrimeScript RT reagent kit (No. RR036A; TaKaRa, Japan) according to the manufacturer's instructions. Quantitative real-time polymerase chain reaction (qRT-PCR) was performed using a SYBR Green master mix (Roche, Switzerland) with a StepOne sequence detection system (Applied Biosystems). The qRT-PCR cycling conditions were as follows: initial denaturation at 95 °C for 10 min, followed by 40 cycles of denaturation at 95 °C for 15 s, annealing at 58-60 °C for 60 s, and extension at 72 °C for 10 s. The mRNA expression level was quantified using the 2^-ΔΔCt^ method and normalized to that of β-actin used as an endogenous control 30. All primers are listed in Table S1.

### Western blot analysis

Proteins were extracted using RIPA lysis buffer (Solarbio Science and Technology, Beijing, China) containing a protease inhibitor cocktail (Beyotime, Shanghai, China). Protein quantification was performed using a bicinchoninic acid protein assay kit (Leagene Biotechnology, Beijing, China). Proteins were separated on 10% sodium dodecyl sulfate-polyacrylamide gels and transferred onto polyvinylidene difluoride membranes. The membranes were blocked with 5% skim milk and then incubated with primary antibodies, including β-actin (1:8,000), PYCR1 (1:1,000), E-cadherin (1:1,000), β-catenin (1:5,000), N-cadherin (1:2,000), and vimentin (1:3,000), at 4 ℃ overnight. After being washed with Tris-buffered saline with Tween 20 for four times, the membranes were incubated with a horseradish peroxidase-conjugated secondary antibody at room temperature for 1 h. Immunoreactive bands were visualized using the BeyoECL Plus kit (Beyotime).

### Immunohistochemistry

Formalin-fixed and paraffin-embedded 4 μm-thick tissue sections were deparaffinized, rehydrated, and heated with citric acid buffer for antigen retrieval for 15 min. The samples were then placed in 0.3% hydrogen peroxide for 30 min to block endogenous peroxidase activity and treated with blocking serum for 20 min. The slides were incubated with an anti-PYCR1 primary antibody (GTX114693; GeneTex, USA) at a 1:900 dilution at 4 ℃ overnight, followed by incubation with a biotinylated secondary antibody for 25 min. The negative control slides were incubated with PBS only. The slides were rinsed in phosphate-buffered saline (PBS, pH 7.2), then counterstained with hematoxylin, dehydrated, and mounted in a neutral resin. The staining intensities and the proportions of positive cells in all tissues were analyzed and scored by two experienced pathologists. The results were analyzed using immunoreactivity scores based on the staining intensity and the proportion of stained cells. The staining intensity was scored as follows: 0 = unstained; 1 = weakly stained; 2 = moderately stained; and 3 = strongly stained. The proportion of stained cells was scored as follows: 0 = negative; 1 = 1-10%; 2 = 11-50%; 3 = 51-80%; and 4 > 80%. The intensity score was multiplied by the proportion of staining score to obtain an immunoreactivity score. A total score greater than 3 was considered positive expression; that of 1 to 3 was considered low expression; and 0 was considered negative expression.

### RNA interference of PYCR1 by lentivirus

Downregulation of *PYCR1* was achieved using the following three interfering RNAs (RNAis): RNAi 1, 5'-gaGGGTCTTCACCCACTCCTA-3'; RNAi 2, 5'-tgAGAAGAAGCTGTCAGCGTT-3'; and RNAi 3, 5'-caCAGTTTCTGCTCTCAGGAA-3'. 

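Each of the 3 sequences has 21 bases and matches PYCR1 (ENSG00000183010) without a mismatch in the GENCODE 44 transcripts. PYCR1 lies on the minus strand of chromosome 17 of GRCh38, from 81932384 to 81942412, and its reference transcript has 7 exons. The site of RNAi 1 lies in exon 7, in the 3′ untranslated region, from 81932913 to 81932933, and is present in 5 of the 17 annotated PYCR1 transcripts. The site of RNAi 2 lies in the coding sequence across the junction of exons 3 and 4, with 7 bases in exon 3 (81935337 to 81935343) and 14 bases in exon 4 (81935134 to 81935147), and is present in 14 transcripts. The site of RNAi 3 lies in the coding sequence across the junction of exons 2 and 3, with 19 bases in exon 2 (81936123 to 81936141) and 2 bases in exon 3 (81935515 to 81935516), and is present in 16 transcripts. In the transcripts of other genes, a site with up to 3 mismatches was searched for. The closest was a site for RNAi 1 in SLC38A7 with 2 mismatches, and the nearest sites for RNAi 2 and RNAi 3 had 3 mismatches. The paper's text does not state which of the 3 sequences was used for the RNA-seq libraries.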

The RNAis were obtained from Shanghai GeneChemCo and were inserted between the *Age*I and *Eco*RI sites of the GV248 vector. The short hairpin RNAs (shRNA) of GV-NC-shRNA and GV-PYCR1-shRNA were constructed as control lentivirus and shPYCR1 lentivirus for further experiment. To establish stable HCC cell lines with silenced *PYCR1*, 1.5 μg/mL puromycin was added to the culture media 48 h after the initiation of virus infection, and the expression of the green fluorescent protein (GFP) was observed. Cells were then trypsinized and cultured in a 100 cm^2^ dish to allow for expansion. The silencing of *PYCR1* was confirmed by qRT-PCR and immunoblotting assays. Empty vectors were used as controls.

### Cell proliferation assay

Cell proliferation was assessed using the CCK-8 solution according to the manufacturer's instructions**.** Briefly, Huh7 cells (1.5 × 10^3^) from the shNC and shPYCR1 groups were seeded into a 96-well plate. After 24, 48, 72, 96, and 120 h of treatment, 10 μL of the CCK-8 solution was added to each well, and incubation continued for 2 h. The absorbance was measured at 450 nm using a microplate reader (BioTek Instruments, Inc., VT, USA). Each experiment was performed in triplicate.

### Scratch wound assay

Huh7 and LM3 cells were seeded in a serum-free DMEM into 6-well plates (7-8 × 10^6^ cells/well) and incubated for 24 h to reach 80% confluence. A sterile 10 μL pipette tip was then used to gently and slowly scratch the cell monolayer. Images of the wound were captured in 10 random fields using a light microscope (Olympus, Japan) at a 100× magnification. The gap width in the *PYCR1*-silenced cell groups was compared to that in the control using the Photoshop software at different time points. Each experiment was repeated three times.

### Cell invasion assay

The *in vitro* invasion assay was conducted using 24-well Transwell plates with Matrigel (BD Biosciences, Franklin Lakes, NJ, USA). Cells (1 × 10^4^) of Huh7 and LM3 were suspended in 200 µL of a serum-free DMEM, seeded into the upper Transwell chamber, and cultured at 37 °C for 24 h, while 600 µL of DMEM containing 10% FBS was simultaneously added to the lower chamber. The invaded cells were fixed with methanol, stained with a 2.5% crystal violet stain solution (Solarbio), and then observed and photographed using an optical microscope. Five visual fields were randomly selected for quantification in each group.

### Flow cytometry

Allophycocyanin-conjugated annexin V and 7-aminoactinomycin D (BD Biosciences, San Jose, CA, USA) were used to analyze the cell apoptosis rate. Huh7-shNC and Huh7-shPYCR1 cells were washed twice with PBS and treated with 0.25% pancreatin (without EDTA) to facilitate digestion. After adjusting the cell density to 1 × 10^5^/mL, the cells were incubated with fluorescent antibodies at room temperature for 25 min, then pelleted, and resuspended. The samples were analyzed using a flow cytometer (BD Biosciences) and the FlowJo software.

### *In vivo* tumor formation

Male BALB/c nude mice (6-7 weeks old) were obtained from the Shanghai Institute of Materia Medica (Chinese Academy of Sciences, Shanghai, China). Cells stably transfected with the shPYCR1 or shNC (1.5 × 10^7^ cells in 100 µL of DMEM) were injected subcutaneously into the upper left flank region of the mice. Tumor diameters were measured using digital calipers every 4 days. After 4 weeks of observation, the mice were sacrificed under anesthesia, and xenograft tissues were collected. All animal procedures were performed in accordance with the protocol approved by the Guilin Medical University Experimental Animal Center.

### RNA sequencing

RNA purity was assessed using a K5500 spectrophotometer (Kaiao, Beijing, China), and RNA integrity and concentration were measured using the RNA Nano 6000 assay kit for the Bioanalyzer 2100 system (Agilent Technologies). A total of 2 μg of RNA from each sample was used as an input material for the RNA sample preparation. Sequencing libraries were generated using the NEB Next® Ultra™ RNA library prep kit for Illumina® according to the manufacturer's instructions. After library analysis, RNA-seq was completed using the Illumina HiSeq X Ten sequencing platform, and paired-end sequence reads were obtained.

Quality control of the raw sequencing data was performed using the FastQC tool v0.11.9 ( https://www.bioinformatics.babraham.ac.uk/). Clean RNA-seq reads were aligned to the GRCh38 human genome using HISAT v2.1.0 with default settings 31. The aligned files were then processed using Samtools v1.9 32, and FeatureCounts v1.6.3 was used to quantify the number of reads aligned to the coding regions of the genome 33. Finally, DESeq2 v1.22.2 was used with the R/Bioconductor package to normalize read counts and identify differentially expressed genes (DEGs) 34.

### Bioinformatics analysis

To analyze the functional roles of the DEGs, Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses were conducted. For proteins with multiple functions, those that are most common were assigned. Protein-protein interaction (PPI) networks were established using the STRING database.

### Molecular docking

The structures of PYCR1 and its interacting proteins were downloaded from the RCSB Protein Data Bank (PDB) database (https://www.rcsb.org/). The preparation of the PDB files, including the removal of extraneous water molecules, addition of hydrogen molecules, and adjustment of pH-sensitive protonation, was performed using the SYBYL-X 2.0 software. Protein-protein docking was performed using the docking program HEX 8.0.0. The KFC2 (Knowledge-based FADE and Contacts) server was used to calculate protein-protein binding interface hotspots, which are defined as small fractions of residues accounting for a large fraction of the binding affinity 35. Positive controls, interacting proteins with PYCR1 (experiment confirmed), were determined through literature review 36-40. The average docking energy among positive control-PYCR1 complexes (-1460.178 kcal·mol^-1^) was calculated to assess the docking profile in our study. Further details were recorded in Table S2.

### Statistical analysis

All data were analyzed using the SPSS 17.0 software (SPSS, Chicago, IL, USA). Data are presented as the mean ± standard deviation. One-way analysis of variance was used to compare differences between multiple groups, and Student's *t*-test was used to analyze differences between two groups. Bivariate correlations between study variables were calculated using a chi-squared test or Fisher's exact test. Survival analyses were conducted and visualized using the Kaplan-Meier method. The diagnostic ability was evaluated using an ROC curve. The sensitivity and specificity were obtained using an optimal cutoff with the max Youden index. P < 0.05 was considered statistically significant.

## Results

### Meta-analysis of PYCR1 expression in HCC datasets

Data were extracted from seven published and publicly available HCC datasets. Only datasets containing both HCC and their adjacent nontumor samples were used for further analysis. A meta-analysis approach was applied to these datasets as outlined in Figure 1. The results showed that PYCR1 expression was a risk factor for HCC.

### Data mining of the TCGA dataset

The expression of *PYCR1* mRNA was analyzed in 413 samples, including 363 HCC tissues and 50 adjacent nontumor tissues, from the TCGA dataset. Increased *PYCR1* expression was found in the HCC tissues compared with the adjacent nontumor tissues (Figure 2A). Furthermore, the correlation between clinicopathological features and *PYCR1* expression was investigated in 363 tumor samples. The results indicated that elevated *PYCR1* expression was correlated with higher alpha-fetoprotein (AFP) levels, higher clinical staging (stages III and IV), and a younger age (< 45 years old) (*p* < 0.05; Table 1). In addition, females were shown to have higher levels of *PYCR1* than males (*P* < 0.05; Table 1).

We also performed ROC curve and Kaplan-Meier curve analyses on these TCGA samples. The area under the ROC curve was determined to be 0.650 (Figure 2B). Furthermore, as shown in Figure 2C, patients with low *PYCR1* expression exhibited a higher OS rate than patients with high *PYCR1* expression (*P* < 0.05). However, recurrence-free survival indicated that there was no difference in the prognosis between high and low *PYCR1*-expressing patients (*P* > 0.05; Figure 2D).

### Verification of PYCR1 expression in HCC tissues and relationship between PYCR1 expression and HCC clinicopathological features

*PYCR1* mRNA expression was found to be significantly higher in tumor tissues than in adjacent nontumor tissues in 106 paired tumor and adjacent tissues sets (*P* < 0.05; Figure 3A). Further, the PYCR1 protein expression was consistent with that of mRNA (Figure 3B and 3C). Higher expression of PYCR1 was also associated with a younger age (< 45 years old) and higher clinical staging (stages III and IV). However, no association was detected between PYCR1 expression and other examined clinical and demographic features, including sex, tobacco smoking, alcohol consumption, hepatitis B surface antigen levels, AFP levels, alanine aminotransferase (ALT) levels, and tumor size (Table 2).

### Downregulation of PYCR1 inhibits cell proliferation, migration, invasion, and tumor growth

To assess the effects of PYCR1 in HCC, we established PYCR1 interference by infecting with control lentivirus and shPYCR1 lentivirus in HCC cells. We detected the PYCR1 expression in HCC cell lines by Western blot. And we found the PYCR1 expression of Huh7 was higher than others in non-metastatic cell lines. Additionally, PYCR1 expression in LM3 cells was the highest among three high-metastatic cell lines. Taken together, Huh7 and LM3 cell lines, which have comparably high expressions of PYCR1 among non-metastatic and metastatic cells respectively, were chosen to conduct further target gene silencing experiments (Figure S1). Compared with controls, infected with shPYCR1 lentivirus led to suppressed PYCR1 expression in both mRNA and protein levels. The transcription of PYCR1 was suppressed dramatically by shPYCR1(1-3) compared with shNC in Huh7 (Figure 4A and 4B). Significantly, we found shPYCR1(3) could more efficiently suppress the expression of PYCR1 than others. And shPYCR1(3) obviously suppressed the expression of PYCR1 mRNA and protein in LM3 (Figure 4A and 4B).

Downregulation of PYCR1 expression was found to inhibit cell proliferation (Figure 4C). The migration capacity and invasiveness were assessed using Transwell plates and a wound scratch assay. As shown in Figure 4D and 4E, downregulation of PYCR1 expression significantly inhibited the migration and invasiveness of Huh7 and LM3 cells* in vitro*. However, no significant differences were observed in the levels of apoptosis between the experimental and control groups (data not shown). Furthermore, we quantified the expression levels of proteins associated with epithelial-mesenchymal transition (EMT) and determined whether their expression was affected by downregulation of PYCR1. Our results suggested that the expression of E-cadherin and β-catenin was significantly increased in cells with downregulated PYCR1 expression, whereas that of N-cadherin and vimentin was decreased (Figure 4F).

We further analyzed the role of PYCR1 *in vivo* using an immunodeficient nude mouse model. Compared with the control mice, those with downregulated PYCR1 expression exhibited a delayed onset of tumor growth and a smaller tumor volume after 4 weeks of observation (Figure 4G).

### Global profiling of differentially expressed mRNAs

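RNA from Huh7 cells, a human hepatocellular carcinoma line, was sequenced in 6 libraries, 3 of control cells (Huh7-NC, replicates 1 to 3) and 3 of PYCR1-silenced cells (Huh7-shPYCR1, replicates 4 to 6). The authors aligned paired-end reads to GRCh38 with HISAT2, and with featureCounts they counted the fragments on the exons of each Ensembl gene. They deposited these counts without normalization. The counting used no strand information, and fragments that mapped to several places or overlapped several genes were left out. The table lists 58735 genes. The total count was between 24046449 and 25280190 in the Huh7-NC libraries (median 24849038) and between 22425086 and 26035839 in the Huh7-shPYCR1 libraries (median 25395025). For the values given here, the counts were normalized by edgeR's TMM method and expressed as CPM, which are counts scaled to the size of each library. Genes with too few counts were removed by edgeR's filterByExpr, which left 16045 genes. The conditions were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a log2 fold change above 0 means higher in Huh7-shPYCR1. Gene names and positions were taken from GENCODE 44, in which 58207 of the gene identifiers were found. The libraries also differed in ways that the conditions do not explain. Each library's deviation from the mean of all libraries was compared across genes with the GC content and the length of the exons. Genes are not independent replicates, so no p-value is given for these trends. The Spearman rho with exon length was negative in Huh7-NC replicates 1 (-0.297) and 3 (-0.239) and in Huh7-shPYCR1 replicate 6 (-0.109). It was positive in Huh7-NC replicate 2 (0.217) and in Huh7-shPYCR1 replicates 4 (0.272) and 5 (0.192). With these groups holding 1 or 2 libraries of a condition, no comparison within a group could be made. A model with the sign of this trend as a term beside the condition was therefore fitted, which was chosen after the values were seen.

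**Figure D1:**
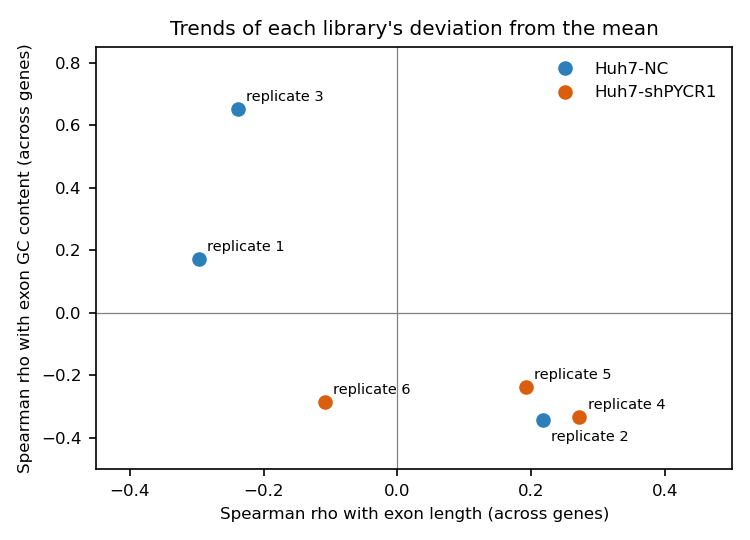
Spearman rho, across genes, between each library's deviation from the mean of the 6 libraries and exon length (x axis) or exon GC content (y axis). Huh7-NC replicate 3 has the highest rho with GC content (0.651), and 3 libraries have a negative rho with length.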

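PYCR1 had counts of 7529, 6695 and 8328 in Huh7-NC replicates 1, 2 and 3 and of 6358, 6134 and 6321 in Huh7-shPYCR1 replicates 4, 5 and 6. The normalized value was 312 ± 40.9 CPM (SD, n = 3) in Huh7-NC and 250.1 ± 11.5 CPM (SD, n = 3) in Huh7-shPYCR1, which is 80.2% of the control. Every Huh7-shPYCR1 library was below every Huh7-NC library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was -0.32 (standard error 0.12, unadjusted p = 0.0226 and adjusted p = 0.378 from edgeR's quasi-likelihood test). PYCR1 therefore did not pass a fold change under 0.67. Without Huh7-NC replicate 2, the log2 fold change was -0.42 and the adjusted p was 0.0391. In that fit, however, the control libraries had a positive rho with GC content and the silenced libraries a negative one. The 6 fits that each left out one library gave log2 fold changes from -0.42 to -0.24, and over all alternatives the adjusted p was between 0.0391 and 0.853. The exons of PYCR1 have a GC content of 63.9%, against a median of 48.4% over the genes tested. Of 65 genes with similar GC content and expression, 26.2% had a log2 fold change at or below that of PYCR1. After an adjustment for GC content and exon length, chosen after the values were seen, its log2 fold change was -0.08 (adjusted p = 0.702). Of the exon bases of PYCR1, 29.7% are shared with other annotated genes, where fragments were not counted. For PYCR3, a related enzyme, the log2 fold change was -0.47 (standard error 0.14, adjusted p = 0.26, and 0.0304 without Huh7-NC replicate 2). Over all alternatives its adjusted p was between 0.0304 and 0.838. The exons of PYCR3 have a GC content of 62.8%. After the adjustment for GC content and length, its log2 fold change was -0.25 (adjusted p = 0.274). PRODH, with counts from 2 to 6 per library, was too low to be tested.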

Global mRNA profiling was performed in Huh7 cells with either normal or downregulated expression levels of *PYCR1*. Genes were categorized as up- or downregulated when their expression fold changes were > 1.5 or < 0.67 compared to the control group, respectively (*P* < 0.05). Based on these parameters, 569 genes were found. 

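With an unadjusted p-value under 0.05 and a fold change over 1.5 or under 0.67, 660 of the 16045 genes tested by edgeR passed, of which 474 were upregulated and 186 were downregulated. With DESeq2, the tool the paper names, 572 genes passed. Of these, 477 were tested by edgeR after its filter on low counts, and 468 passed there too. Of the alternatives run with all 6 libraries and the same limits, the omission of the filter on low counts moved the number most, to 1155 genes. An unadjusted p-value under 0.05 alone was found for 1903 genes, where 802 would be given by chance. Counts were simulated for the 16045 genes that passed edgeR's filter, whereas the DESeq2 fit of the data held 32171 genes. In simulated counts with the spread of these libraries, 208 of the genes drawn without a change passed both limits in edgeR and 121 in DESeq2. With a GC trend added in 1 simulated library, 295 such genes passed in edgeR, and 196 after an adjustment for GC content. With Benjamini-Hochberg adjustment and no limit on the fold change, 48 genes had an adjusted p under 0.05 in edgeR, 31 higher and 17 lower in Huh7-shPYCR1. Without Huh7-NC replicate 2, 873 genes had an adjusted p under 0.05, and without Huh7-shPYCR1 replicate 5, 6 genes. With a term for the sign of the length trend there were 47, of which 37 were among the 48.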

After removing noncoding genes, 425 DEGs were identified, of which 298 were upregulated and 127 were downregulated following *PYCR1* silencing (Figure 5A-D). Some of these genes encoded proteins that were known to interact with PYCR1; however, most of the genes were identified for the first time (Figure 5E).

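GENCODE 44 lists 12772 of the genes tested as protein coding. Among these, 484 passed the paper's limits in edgeR, 340 upregulated and 144 downregulated. DESeq2 gave 431 coding genes, 300 upregulated and 131 downregulated. When the adjusted p-value took the place of the unadjusted one at the same fold changes, 47 coding genes were left. Without Huh7-NC replicate 2, 968 coding genes passed, and without Huh7-shPYCR1 replicate 5, 377. The paper assigns the genes that passed its limits to functional categories and proposes that downregulation of PYCR1 activates these pathways, which may then influence the development of hepatocellular carcinoma.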

### Data-dependent network analysis of PYCR1-interacting proteins in HCC cells

As shown in Figure 6A**,** each DEG was assigned to a specific functional category, including cell communication, cell proliferation and growth, cell migration, a mitogen-activated protein kinase (MAPK) cascade, ion binding, immune stimulus, cell component, transport, and catalytic activity. PPI analysis further demonstrated that many of the proteins were associated with each other (Figure 6B).

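Of the 6 modules drawn in Fig. 6B, 5 could be read, with 58 nodes in pink (upregulated) and 37 in blue (downregulated). The gene identifier was found for 94 of the 95, and 87 passed the filter on low counts. The log2 fold change had the drawn direction in 84 of the 87 genes, and 83 were also past the paper's limits in that direction. An adjusted p under 0.05 from edgeR's quasi-likelihood test was found for 17 genes over all genes tested and for 84 when adjusted over the list alone. The paper chose these genes on the same libraries, so the latter is not independent evidence. In the cell migration module, all 17 genes had the drawn direction, with a median log2 fold change of 1.32 in the pink and -0.85 in the blue nodes. In the MAPK cascade module, all 21 genes had the drawn direction. In the cell proliferation and growth module, 19 of 22 had it. The other 3 genes of this module were CCNA2 (log2 fold change -0.01, standard error 0.13) and CCND1 (-0.06, standard error 0.14), drawn in pink, and CDK2 (0.05, standard error 0.12), drawn in blue. Their adjusted p-values from edgeR's test were 0.978, 0.869 and 0.87. MAP3K8 in the MAPK cascade module had a log2 fold change of -0.57, which is at the limit for a fold change of 0.67, and passed it with DESeq2. TIMP3 in this module had the largest fall of the genes with an adjusted p under 0.05 and a mean of at least 1 CPM, with a log2 fold change of -2.59 (standard error 0.205, adjusted p = 0.00107). With a term for the sign of the length trend, 66 genes were past the limits in the drawn direction.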

### Validation of the HCC-specific PYCR1 interactome dataset

In our selected pool of PYCR1-interacting proteins, more attention was paid to the genes known to be involved in vital pathway modules, such as cell communication, cell proliferation and growth, cell migration, an MAPK cascade, and ion binding. 

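Fig. 6C draws 21 genes, of which 12 are lower, 8 are higher and 1, RBP4, is unchanged by qRT-PCR in Huh7-shPYCR1 cells. In the RNA-seq counts, 19 of them passed the filter on low counts, and all 19 had an unadjusted p under 0.05. The adjusted p was under 0.05 for 11 over all genes tested and for 19 adjusted over the list alone, which is not independent evidence, since the paper chose the genes on these libraries. Of the 18 genes tested for which the figure draws a change, 15 had the drawn direction. FGB on chromosome 4 (154563011 to 154572807) had 334 ± 26.1 CPM (SD, n = 3) in Huh7-NC and 122 ± 14.8 CPM (SD, n = 3) in Huh7-shPYCR1, a log2 fold change of -1.46 with an adjusted p of 0.00115 from edgeR's test. GPC3 had a log2 fold change of -1.54 (standard error 0.149, adjusted p = 0.00211). Of the genes drawn higher, CAV1 on chromosome 7 (116524994 to 116561179) had a log2 fold change of 1.43 (standard error 0.16, adjusted p = 0.00585), and CAV2 on the same chromosome (116287380 to 116508541) one of 2.14 (standard error 0.271, adjusted p = 0.00884). MOXD1 and TMEFF2 had log2 fold changes of 1.22 and 1.59. Without Huh7-shPYCR1 replicate 5, the adjusted p was 0.068 for CAV2 and MOXD1 and 0.05 for CAV1. For TMEFF2 the adjusted p was 0.0676 with all libraries and 0.0332 to 0.317 without one library, under 0.05 only without Huh7-NC replicate 2 or 3. DIO3 and TENM1 had too few counts to pass the filter. DIO3 had counts of 12, 7 and 2 in Huh7-NC and of 1 in each Huh7-shPYCR1 library, and was at least 2.42-fold lower (at least 1.48-fold without Huh7-NC replicate 1, the lowest bound without one of the Huh7-NC libraries). TENM1 had counts of 2, 1 and 2 in Huh7-NC and of 11, 7 and 6 in Huh7-shPYCR1, and was at least 2.6-fold higher (at least 2.2-fold without replicate 4).

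H19 on chromosome 11 (1995166 to 2004552), which is drawn lower, had counts of 39, 47 and 59 in Huh7-NC and of 172, 140 and 188 in Huh7-shPYCR1. Its log2 fold change was 1.73 (standard error 0.199, adjusted p = 0.00599 from edgeR's test) and was between 1.62 and 1.89 in the 6 fits that each left out one library. SPTSSB on chromosome 3 (161344798 to 161372880), also drawn lower, had a log2 fold change of 0.88 (standard error 0.266, adjusted p = 0.281), with counts of 451, 499 and 223 in Huh7-NC and of 786, 542 and 937 in Huh7-shPYCR1.

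**Figure D2:**
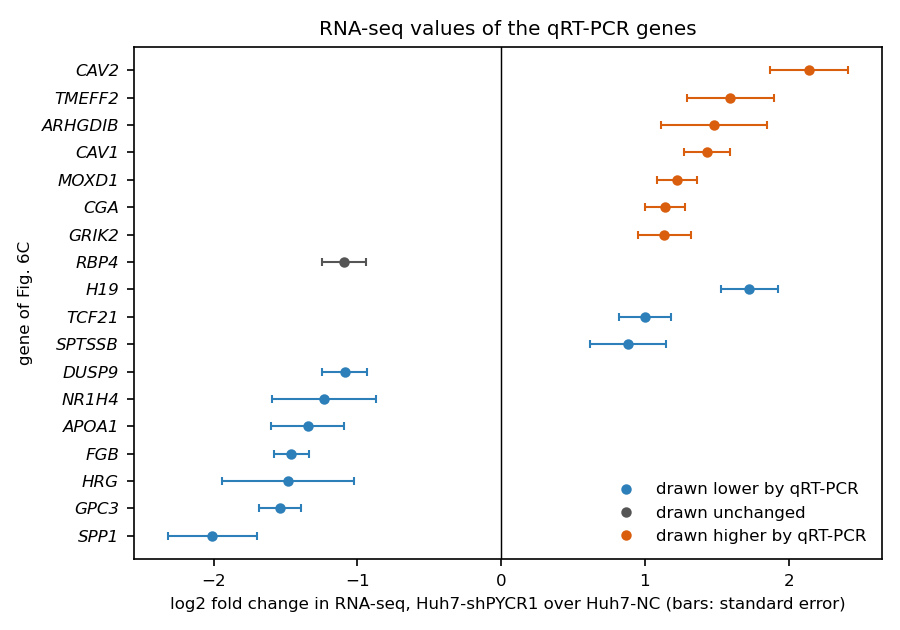
Log2 fold change (x axis, Huh7-shPYCR1 over Huh7-NC, with its standard error) of 18 of the tested genes of Fig. 6C (y axis), coloured by the direction that the figure draws for qRT-PCR. Of the genes drawn lower, 3 lie above 0, and RBP4, drawn unchanged, lies at -1.09.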

Based on their large fold changes and biological functional analysis, some of the DEGs were further confirmed by qRT-PCR, and the results were consistent with those of RNA-seq (Figure 6C).

### Molecular docking

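Of the genes of the docked proteins, APOA1, GRIK2, ARHGDIB, DUSP9, CGA, RBP4 and NR1H4 passed the paper's limits in edgeR. DUSP9 on chromosome X (153642492 to 153651326) had 58.9 ± 7.36 CPM (SD, n = 3) in Huh7-NC and 27.7 ± 5.1 CPM (SD, n = 3) in Huh7-shPYCR1, and its adjusted p from edgeR's test was 0.02. GRIK2 on chromosome 6 (100962701 to 102081622) had 5.57 ± 1.18 CPM (SD, n = 3) in Huh7-NC and 12.2 ± 1.58 CPM (SD, n = 3) in Huh7-shPYCR1, with an adjusted p of 0.0371 from edgeR's test. For DUSP9 and RBP4 the adjusted p was over 0.05 without Huh7-NC replicate 1 (0.114 and 0.0826), Huh7-shPYCR1 replicate 4 (0.14 and 0.132) or 5 (0.138 and 0.13), and for GRIK2 it was under 0.05 only without Huh7-NC replicate 2 (0.00952) among the 6 fits that each left out one library. CGA had a log2 fold change of 1.14 (standard error 0.137, adjusted p = 0.00642, and 0.068 without Huh7-shPYCR1 replicate 5). RBP4 on chromosome 10 (93591687 to 93601744) had counts of 20592, 17591 and 17017 in Huh7-NC and of 9573, 6860 and 10747 in Huh7-shPYCR1, with an adjusted p of 0.0186. For ARHGDIB the log2 fold change was 1.48 (standard error 0.37, adjusted p = 0.18), with counts of 13 in each Huh7-NC library.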

The structures of eight interacting proteins, which were associated with key pathway modules, such as MAPK pathways, cell migration, cell communication, and cell proliferation/growth, and identified downstream of PYCR1, were found in the PDB database. The information obtained from the PDB files and HEX docking results is shown in Table 3. Total energy values (E_total_) for PYCR1 and its eight target proteins were determined to be as follows: apoptogenic protein 1 (APOP1; -436.7 kcal·mol^-1^), glutamate ionotropic receptor kainite type subunit 2 (GRIK2; -513.79 kcal·mol^-1^), RhoGD12 (ARHGDIB; -820.41 kcal·mol^-1^), dual specificity phosphatase 9 (DUSP9; -906.94 kcal·mol^-1^), chorionic gonadotropin subunit alpha (CGA; -1,488.78 kcal·mol^-1^), retinol-binding protein 4 (RBP4; -1,656.65 kcal·mol^-1^), nuclear receptor subfamily 1 group H member 4 (NR1H4; -1,659.98 kcal·mol^-1^), and serpin family E member 1 (SERPINE1; -1,889.79 kcal·mol^-1^). The complexes generated during docking are shown in Figure 7, and the E_total_ values reflect the possibility of binding, with a lower value correlating with easier and stronger binding to other proteins 35. The results of the hotspot analysis are summarized in Figure 7. We found that better affinities between PYCR1 and its interacting molecules were associated with the presence of arginine (Arg) in the binding site. The diagnostic value of PYCR1, combined with its interacting proteins, was further tested based on the RNA-seq data from TCGA by binary logistic regression (Figure S2 and Table S3).

### miR-2355-5p might be an upstream regulator for PYCR1 mRNA in HCC

All predicted miRNAs from the four miRNA databases are listed in Table S4. According to the quantitative Venn diagram (Figure 8A), five candidates, including miR-1253, miR-6081, miR-3150a-3p, miR-2355-5p, and miR-5000-3p, were determined to potentially target *PYCR1* mRNA. Based on the TCGA RNA-seq data, only miR-2355-5p was differentially expressed between HCC tissues and adjacent nontumor tissues and was downregulated in HCC samples compared to adjacent nontumor samples (Figure 8B). The expression levels of miR-3150a-3p and miR-5000-3p were similar in HCC and adjacent nontumor samples, while no data pertaining to miR-1253 and miR-6081 were available in the TCGA database. The validation using qRT-PCR showed that miR-2355-5p expression was decreased in HCC tissues compared to adjacent nontumor tissues (Figure 8C), with a negative correlation between *PYCR1* mRNA and miR-2355-5p expression (Figure 8D). After silencing *PYCR1*, miR-2355-5p was found to be upregulated in HCC cell lines (Figure 8E and 8F).

## Discussion

PYCR1 plays an important role in the normal physiological functions of cells and in the development of various diseases 41, 42. In particular, previous studies have shown that PYCR1 is closely associated with the development of various cancers, including PCa, lymphoma, and breast cancer 1, 18, 43. However, the specific mechanism responsible for the role of PYCR1 in cancer development and progression has not been adequately elucidated. Our findings suggest that PYCR1 is involved in HCC pathogenesis and may thus serve as a diagnostic and therapeutic target for HCC management.

In the present study, *PYCR1* mRNA and protein expression levels were found to be higher in HCC tissues than in adjacent nontumor tissues. Analysis of *PYCR1* expression in patients from the TCGA cohort revealed that the upregulation of *PYCR1* correlated with sex, elevated AFP levels, higher clinical staging (stages III and IV), and a younger age (< 45 years old). Furthermore, *PYCR1* upregulation was found to be associated with a poor OS. These results suggest that PYCR1 expression may be an effective predictive factor for OS in patients with HCC. Similar correlations between PYCR1 expression and clinical features (age and clinical staging) were also observed in our patients with HCC; however, there was no association between PYCR1 expression and AFP level or sex. This discrepancy may be due to a largely Caucasian population in the TCGA database, whereas our HCC tissues were exclusively obtained from Chinese patients. Thus, ethnic diversity may impact the effect of PYCR1 on HCC development. Additional HCC samples from patients of different ethnicities should be included in further studies.

A previous study has shown that silencing of *PYCR1* induces apoptosis and cell cycle arrest 1; however, we did not obtain similar results. We employed lentivirus-mediated shRNAs to silence the expression of *PYCR1* in Huh7 and LM3 HCC cells and to determine the effect of PYCR1 on various cellular functions. The results revealed that silencing *PYCR1* induced a marked inhibition of cell proliferation, migration, and invasion. Further, the results of the HCC xenograft mouse study indicated that silencing *PYCR1* significantly inhibited the tumor growth.

EMT has been shown to play an important role in tumorigenesis by inhibiting epithelial function and upregulating the expression of mesenchymal-related genes to enhance invasiveness and metastasis 44. Moreover, epithelial cell characteristics and cell-cell adhesion were found to be disrupted, whereas migration and invasion properties were improved by EMT 45. Specific markers of EMT (E-cadherin, N-cadherin, vimentin, and β-catenin) were detected in our study. Cadherins are important factors in maintaining the stability of cell-cell adherens junctions and cellular signal transduction 44, 45. Additionally, the expression of E-cadherin is decreased and that of N-cadherin is increased in epithelial cells that are converted into fusoid mesenchymal cells during EMT. Furthermore, as one of the primary cytoskeletal components in mesenchymal cells, vimentin, whose concentration has been shown to increase during EMT, is closely associated with the differentiation, metastasis, and invasion of cancer cells 46. β-catenin is a multifunctional protein, which, together with E-cadherin, serves a structural role in adherens junctions, thereby contributing to sustained unrestricted proliferation, survival, and metastatic spread of cancer cells 47. In our study, the silencing of *PYCR1* caused increased expression of E-cadherin and β-catenin and decreased expression of N-cadherin and vimentin. These results suggest that PYCR1 promotes HCC migration and invasiveness by inducing EMT.

To better understand the downstream molecular events involved in the effects of PYCR1 on HCC invasiveness and metastasis, we performed RNA-seq to obtain DEG profiles following *PYCR1* silencing. 

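SPP1 lies on chromosome 4 of GRCh38 from 87975667 to 87983532. Its counts were 186, 172 and 331 in Huh7-NC and 39, 73 and 64 in Huh7-shPYCR1, or 9.51 ± 3.6 CPM (SD, n = 3) and 2.37 ± 0.836 CPM (SD, n = 3). The log2 fold change was -2.01 (standard error 0.31, adjusted p = 0.0279 from edgeR's quasi-likelihood test). Its adjusted p was over 0.05 without Huh7-NC replicate 1 (0.117) and without Huh7-shPYCR1 replicate 4 (0.145), 5 (0.117) or 6 (0.119), and 0.0995 with a term for the sign of the length trend. Over all alternatives it was between 7.22e-18 and 0.145. CXCL12 lies on chromosome 10 from 44370165 to 44386493. It had counts of 3291, 3595 and 3552 in Huh7-NC and of 2493, 2400 and 2341 in Huh7-shPYCR1, or 144 ± 1.77 CPM (SD, n = 3) and 96.2 ± 5.68 CPM (SD, n = 3). Its log2 fold change was -0.58 (standard error 0.104, adjusted p = 0.0521), which is a fold change of 0.668. The adjusted p was 0.000259 with DESeq2, 0.0229 without Huh7-NC replicate 2 and 0.348 without Huh7-shPYCR1 replicate 4, the lowest and highest of the alternatives being 0.000259 and 0.348.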

Two specific genes, namely, secreted phosphoprotein 1 (*SPP1*) and C-X-C motif chemokine 12 (*CXCL12*) were identified to be strongly associated with PYCR1. Previous studies have reported that PYCR1 can activate SPP1 to regulate cell adhesion 48, 49. Furthermore, PYCR1 expression is regulated by the CXCL12⁄SDF-1/CXCR7 signaling pathway, which regulates the expression of genes involved in cell cycle control, amino acid metabolism, and ligase activity 50, 51. The other DEGs that were identified in our study did not exhibit any obvious synergistic or antagonistic functions with PYCR1, and thus, their mechanisms in relation to PYCR1 require further elucidation.

The results of our functional analysis showed that the identified DEGs were primarily enriched in 14 functional categories, including cell communication, MAPK cascade, and cell migration. Cell communication is crucial for morphogenesis, cell differentiation, homeostasis, growth, and cell-cell interaction 52. 

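HRG on chromosome 3 (186660216 to 186678234) had counts of 19, 15 and 18 in Huh7-NC and of 5, 10 and 4 in Huh7-shPYCR1. Its log2 fold change was -1.48 (standard error 0.46, adjusted p = 0.301 from edgeR's quasi-likelihood test). NR1H4 on chromosome 12 (100473708 to 100564414) had counts of 68, 59 and 35 in Huh7-NC and of 21, 15 and 36 in Huh7-shPYCR1, with a log2 fold change of -1.23 (standard error 0.363, adjusted p = 0.271). TCF21 on chromosome 6 (133889113 to 133895553) was higher in every Huh7-shPYCR1 library. It had counts of 72, 114 and 105 in Huh7-NC and of 221, 194 and 189 in Huh7-shPYCR1. The log2 fold change of TCF21 was 1.00 (standard error 0.18, unadjusted p = 0.000169 and adjusted p = 0.0524), and it was between 0.86 and 1.10 in the 6 fits that each left out one library. Without Huh7-NC replicate 2, its adjusted p was 0.0245, and over all alternatives it was between 0.000349 and 0.294. Of its exon bases, 30.4% are shared with other annotated genes.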

Downregulated histidine-rich glycoprotein (HRG), NR1H4, and transcription factor 21 (TCF21) are associated with cell communication and were identified to be induced by silencing *PYCR1*. Furthermore, HRG inhibits the tumor growth by facilitating clearance of dying tumor cells 53, 54; whereas NR1H4 deficiency has been shown to promote cell proliferation, inflammation, and tumorigenesis in the intestine 55, 56. TCF21 is a specific class II basic helix-loop-helix transcription factor, which functions as a tumor suppressor, likely by inactivating the PI3K/AKT signaling pathway 57, 58.

A previous study has also suggested that p38 MAPK pathways may be activated by PYCR1 and by increased expression of its downstream targets that regulate cell proliferation and metastasis 59. Another study found that the IRS1/JNK signaling pathway was significantly altered after *PYCR1* silencing. IRS1 is a cytoplasmic substrate of the insulin receptor and insulin-like growth factor 1 receptor and plays prominent roles in human malignancies. Phosphorylation of IRS1 leads to the recruitment of downstream effectors and to the activation of the MAPK cascade, which promotes the activation of the PI3K cascade 23. 

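APOA1 lies on chromosome 11 of GRCh38 from 116835751 to 116837622. Its counts were 3696, 2756 and 1851 in Huh7-NC and 1184, 797 and 1465 in Huh7-shPYCR1, or 116 ± 42.9 CPM (SD, n = 3) and 45.4 ± 11.8 CPM (SD, n = 3). The log2 fold change was -1.35 (standard error 0.255, adjusted p = 0.0676 from edgeR's quasi-likelihood test). DESeq2 gave an adjusted p of 5.75e-06, and without Huh7-NC replicate 3 it was 0.0126. Over all alternatives it was between 8.16e-11 and 0.419. ERBB4 lies on chromosome 2 from 211375717 to 212538841. It had counts of 5, 10 and 1 in Huh7-NC and of 44, 31 and 43 in Huh7-shPYCR1. Its log2 fold change was 2.80 (standard error 0.485, adjusted p = 0.0455), and the fit without Huh7-NC replicate 2 was the only one of the 6 that each left out one library with an adjusted p under 0.05 (0.0141). Over all alternatives its adjusted p was between 8.99e-07 and 0.255.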

In this study, we identified specific genes involved in MAPK pathways, such as apolipoprotein A1 (APOA1) and Erb-B2 receptor tyrosine kinase 4 (ERBB4), which were differentially expressed following *PYCR1* silencing. Silencing of PYCR1 could interfere cell proliferation through the alteration of IRS1/JNK signaling pathway which subsequently inhibited MAPK pathways.

Other studies have reported that APOA1 may inhibit the formation of tumor vessels and induce an antitumor immune microenvironment, thereby preventing tumor progression 60, 61. Moreover, APOA1-induced apoptosis has been found to be closely related to the inhibition of the MAPK pathway 62. It has also been reported that ERBB4 can enhance the proangiogenic potential via activation of the PI3K/AKT and MAPK/ERK pathways 63. Furthermore, silencing of *PYCR1* has been associated with the inhibition of proliferation and invasiveness of breast cancer cell lines via activation of the AKT/ERK signaling pathway 35. Additionally, caveolin (CAV)-1 and CAV2, which are involved in cell proliferation pathways, have been shown to be necessary for the control of E2-dependent cell growth 64. Thus, downregulation of CAV1 results in increased cell proliferation; whereas downregulation of CAV2 promotes the growth of tumor cells 65, 66.

Many other functional categories were found to be associated with the DEGs identified in *PYCR1*-silenced cells. In particular, glycosylation, cell differentiation, homeostasis, cell adhesion, neuron/nervous system, cell component, and immune stimulus categories were identified. Taken together these results suggest that downregulation of PYCR1 induces the activation of these functional pathways, which may subsequently influence the development of HCC.

The results of our molecular docking analysis suggest that PYCR1 binds to its interacting proteins via binding hotspots. In the MAPK cascade, the DUSP9-PYCR1 complex exhibited the lowest E_total_ value (-906.94 kcal·mol^-1^) compared with those of two other complexes (APOA1-PYCR1 and GRIK2-PYCR1). Further, complexes of PYCR1 with proteins that are most strongly related to cell migration and cell communication exhibited the lowest E_total_ values, namely, SERPINE1-PYCR1 (-1,889.79 kcal·mol^-1^) and NR1H4-PYCR1 (-1,659.98 kcal·mol^-1^). Previous research has suggested that lower E_total_ values are associated with easier and stronger binding between a ligand and a receptor 31. Therefore, our results suggest that functional binding between PYCR1 and DUSP9, SERPINE1, and NR1H4 may mediate the MAPK cascade, cell migration, and cell communication, respectively.

Analysis of hotspots revealed that several amino acid residues in DUSP9 and SERPINE1 exclusively contributed to PYCR1 binding, whereas no hotspots were identified in other protein-protein complexes involved in the MAPK cascade, cell migration, and cell-cell communication. Moreover, several hotspots in the CGA-PYCR1 complex were found to be involved in cell proliferation and growth. These results suggest that the CGA-PYCR1 complex is multifunctional. Interestingly, all of the identified PYCR1 hotspots included Arg, which may imply that Arg is vital for the binding between PYCR1 and its interacting proteins. It has been reported that the depletion of Arg may suppress the proliferation of HCC cells because reduced Arg levels would interfere with intracellular glutamine metabolism and inhibit the synthesis of proteins and thymidine 67, 68. Since our results indicate that Arg may play an important role in the binding between PYCR1 and its interacting proteins, Arg may serve as a potential target for HCC treatment.

Various studies have demonstrated that noncoding RNAs participate in HCC development 69. As a family of small and evolutionarily conserved noncoding RNAs, miRNAs are capable of regulating physiological and pathological processes by inhibiting target mRNA translation or promoting mRNA degradation 70. Our *in silico* prediction revealed that miR-2355-5p might be an upstream regulator for *PYCR1* mRNA. Importantly, when PYCR1 levels were upregulated, miR-2355-5p was downregulated in HCC tissues. These results indicated that miR-2355-5p could serve as a negative regulator of PYCR1 expression, and low miR-2355-5p expression could promote the accumulation of PYCR1 in HCC tissues. Furthermore, miR-2355-5p has been reported to be a master regulator of target genes in other diseases, including chondrosarcoma and intervertebral disc degeneration 71, 72. However, the specific mechanism underlying downregulation of miR-2355-5p in HCC remains unclear.

In summary, our results suggest a role of PYCR1 in inducing the development of HCC. PYCR1 was found to be upregulated in HCC tissues compared to paired adjacent nontumor tissues. Using a TCGA dataset, we found that patients with low PYCR1 expression exhibited a higher OS rate than in patients with high PYCR1 expression. Meanwhile, higher PYCR1 expression was observed in females than in males and correlated with elevated AFP levels, higher clinical staging (stages III and IV), and a younger age (< 45 years old). In Chinese patients, two features, namely, higher clinical staging (stages III and IV) and a younger age (<45 years old), were related to higher PYCR1 expression. When *PYCR1* expression was silenced, the proliferation, migration, invasion, metastasis, and EMT, as well as the tumorigenic capacity, were significantly inhibited in HCC cells. The mechanisms responsible for these effects involved many proteins, which were associated with many functional categories and signaling pathways. Analysis of protein-protein interactions indicated that specific hotspots might facilitate the formation of HCC-specific PYCR1 complexes and promote the development of HCC. We therefore propose that PYCR1 may be an effective novel target for the development of diagnostic or therapeutic options for HCC.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
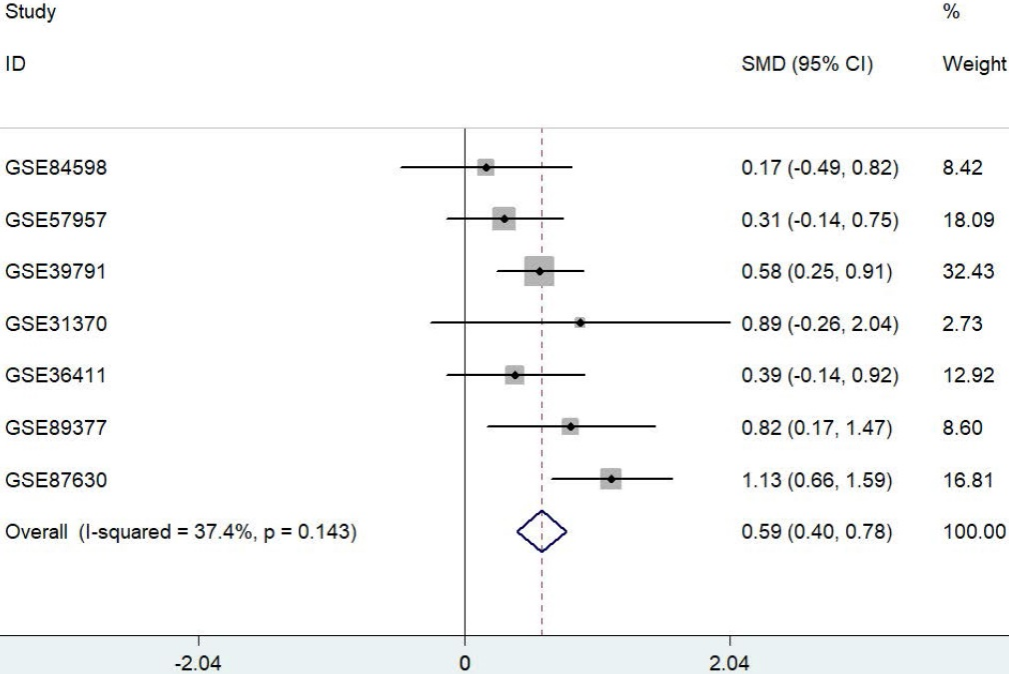
** Forest plot depicting the association between PYCR1 mRNA expression and HCC development using a fixed-effect model.** SMD: standard mean difference (tumor vs. adjacent tissue). All data were selected from GEO database.

**Figure 2:**
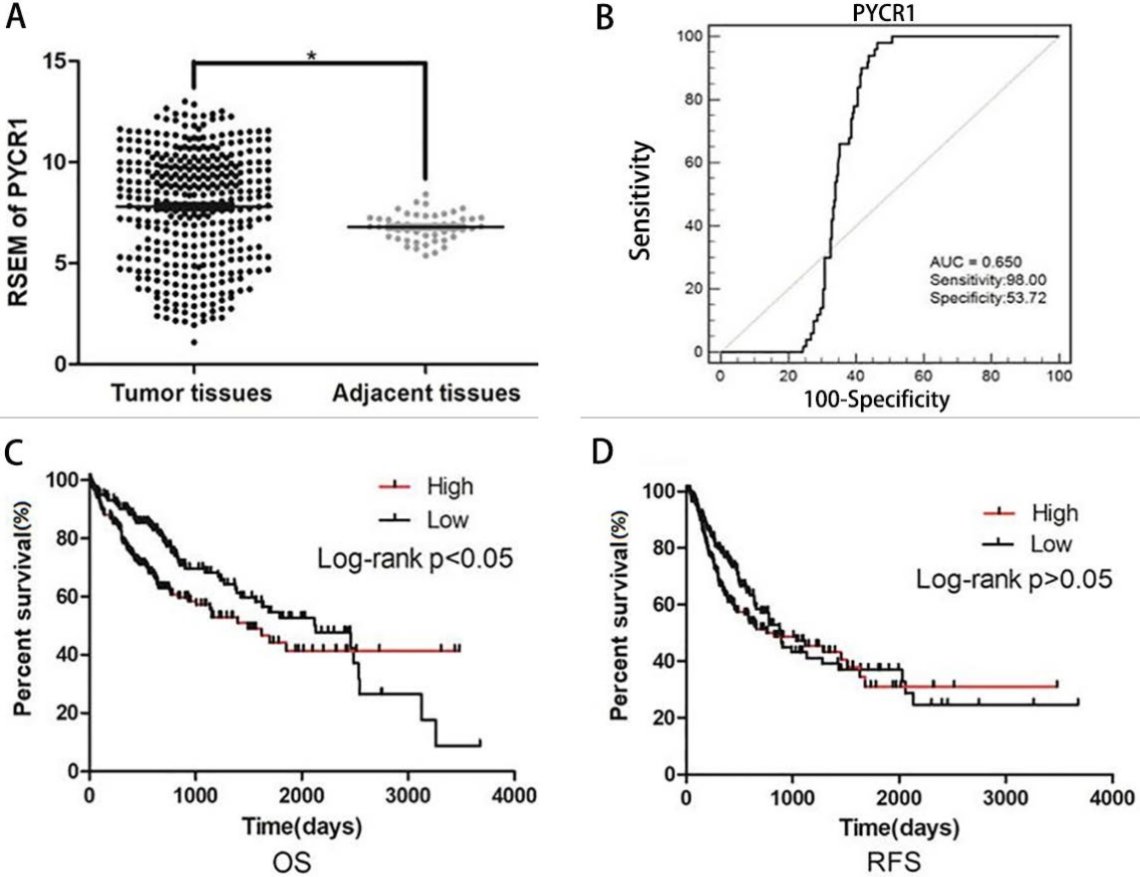
**PYCR1 data mining in TCGA datasets**. (A) RSEM of PYCR1. Significant differences were observed between tumor tissues and adjacent tissues. Student's* t*-tests were used to analyze the differences between two groups. (B) ROC curve for PYCR1 (**P < 0.01). (C) Overall survival (OS) between patients with high and low PYCR1 expression levels. Higher PYCR1 expression was associated with poorer OS (P < 0.05) (Kaplan-Meier analysis). (D) Recurrence-free survival (RFS) between patients with high and low PYCR1 (Kaplan-Meier analysis).

**Figure 3:**
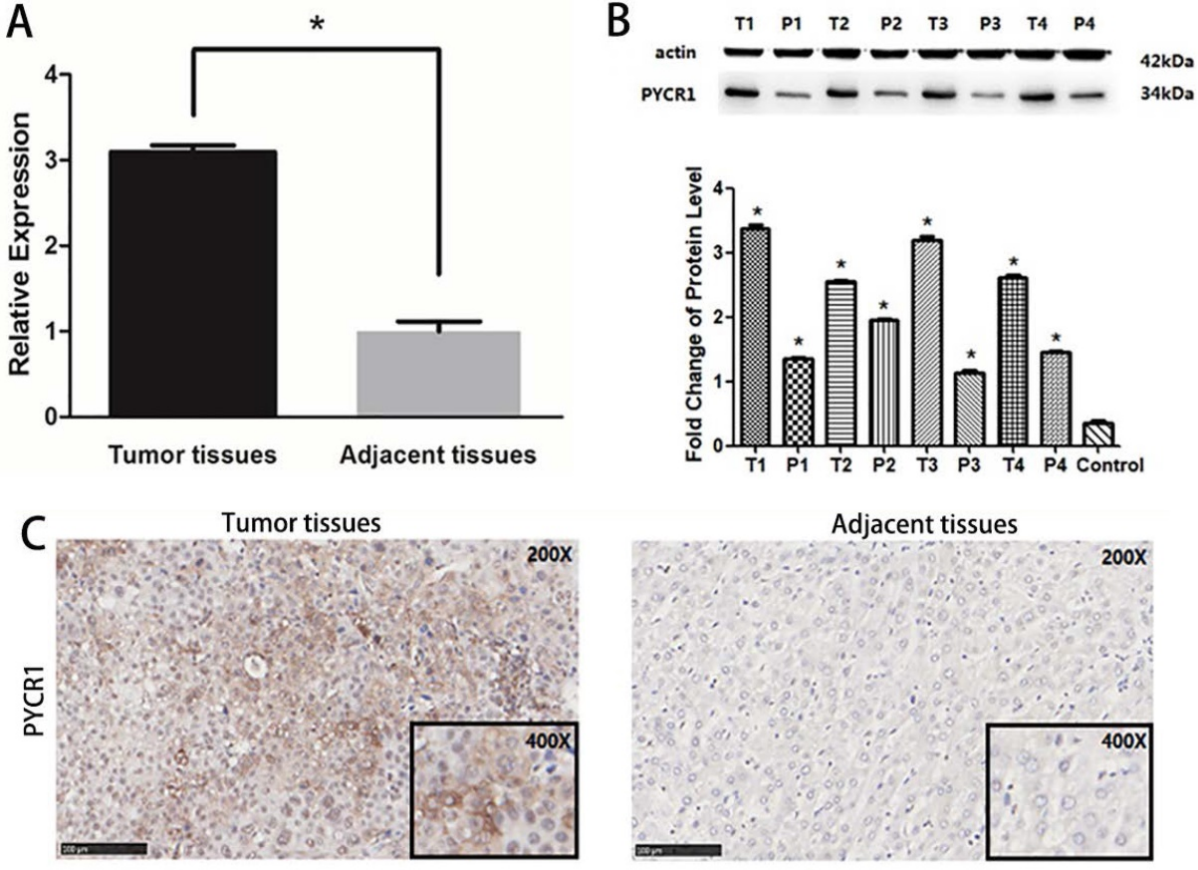
** Expression of PYCR1 in human HCC tissues.** (A) Western blot analysis of PYCR1. Lanes 1, 3, 5, and 7: cancer tissues; lanes 2, 4, 6, and 8: adjacent tissues. (B) Relative mRNA expression of PYCR1. Tissues are listed on the X-axis, and the relative expression level is shown in the Y-axis. T: tumor; P: adjacent tissues. (C) Representative images showing immunohistochemical staining of PYCR1 in tumor tissues and adjacent tissues.

**Figure 4:**
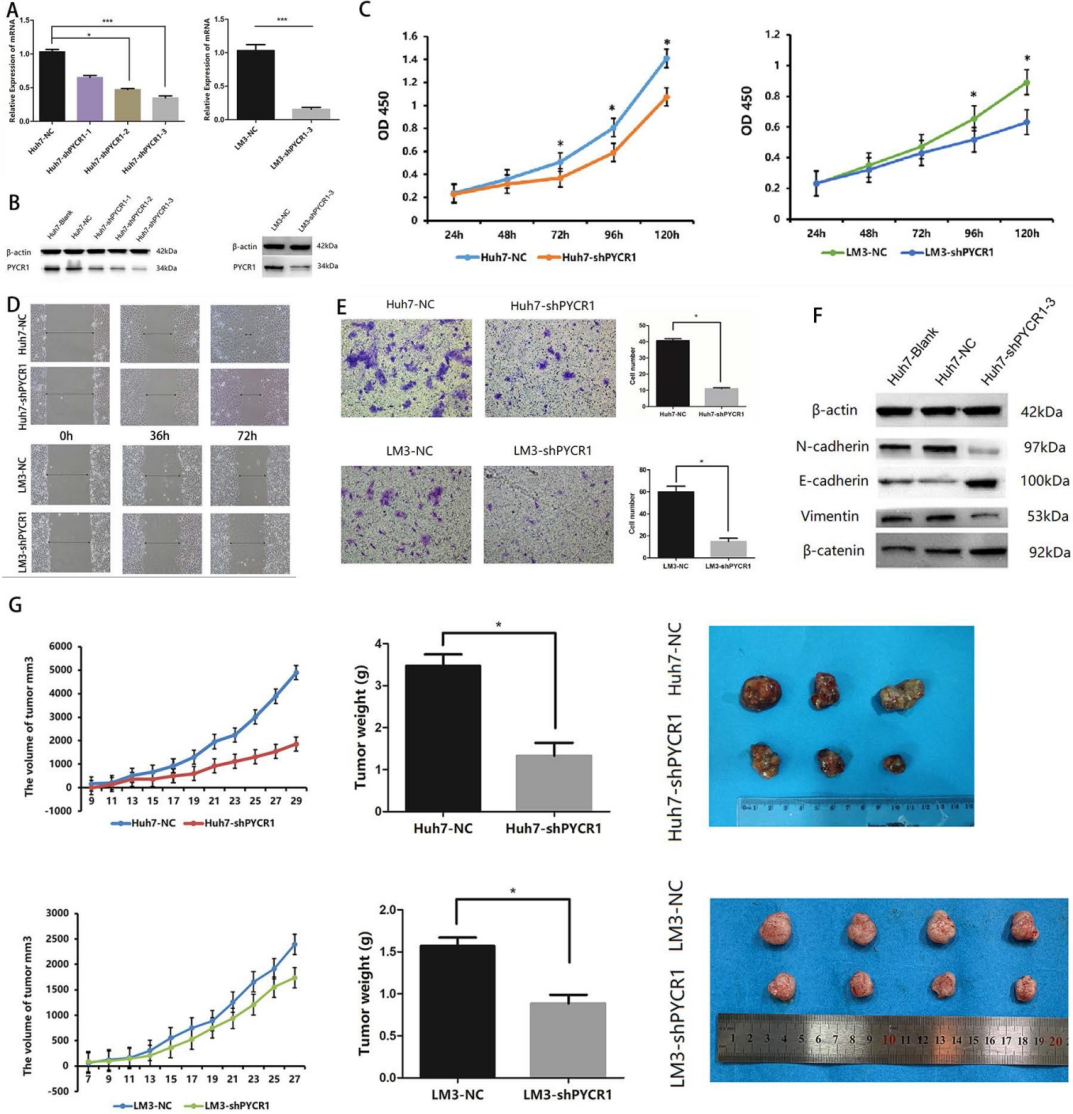
** Knockdown of PYCR1 inhibits proliferation, migration, invasion, EMT and tumor growth capacities of HCC cells.** (A-B) Western blot analysis and qRT-PCR were used to detect PYCR1 expression in Huh7 and LM3 cell lines transfected with three kinds of PYCR1 RNAi. (C) The CCK8 analysis revealed down-regulation of PYCR1 caused inhibition of cellular proliferation. (D) Scratch-wound assay showed that down-regulation of PYCR1 in Huh7 cells inhibited cell migration. (E) Down-regulation of PYCR1 reduced the invasiveness of HCC cells (data are shown as averages ± SD, n = 5, *P < 0.05). (F) Western blot analysis of EMT-related proteins showing the expression of E-cadherin, N-cadherin, vimentin, and β-catenin as quantified by western blot. (G) Down-regulation of PYCR1 in Huh7 cells inhibited tumor growth in nude mice (*P < 0.05).

**Figure 5:**
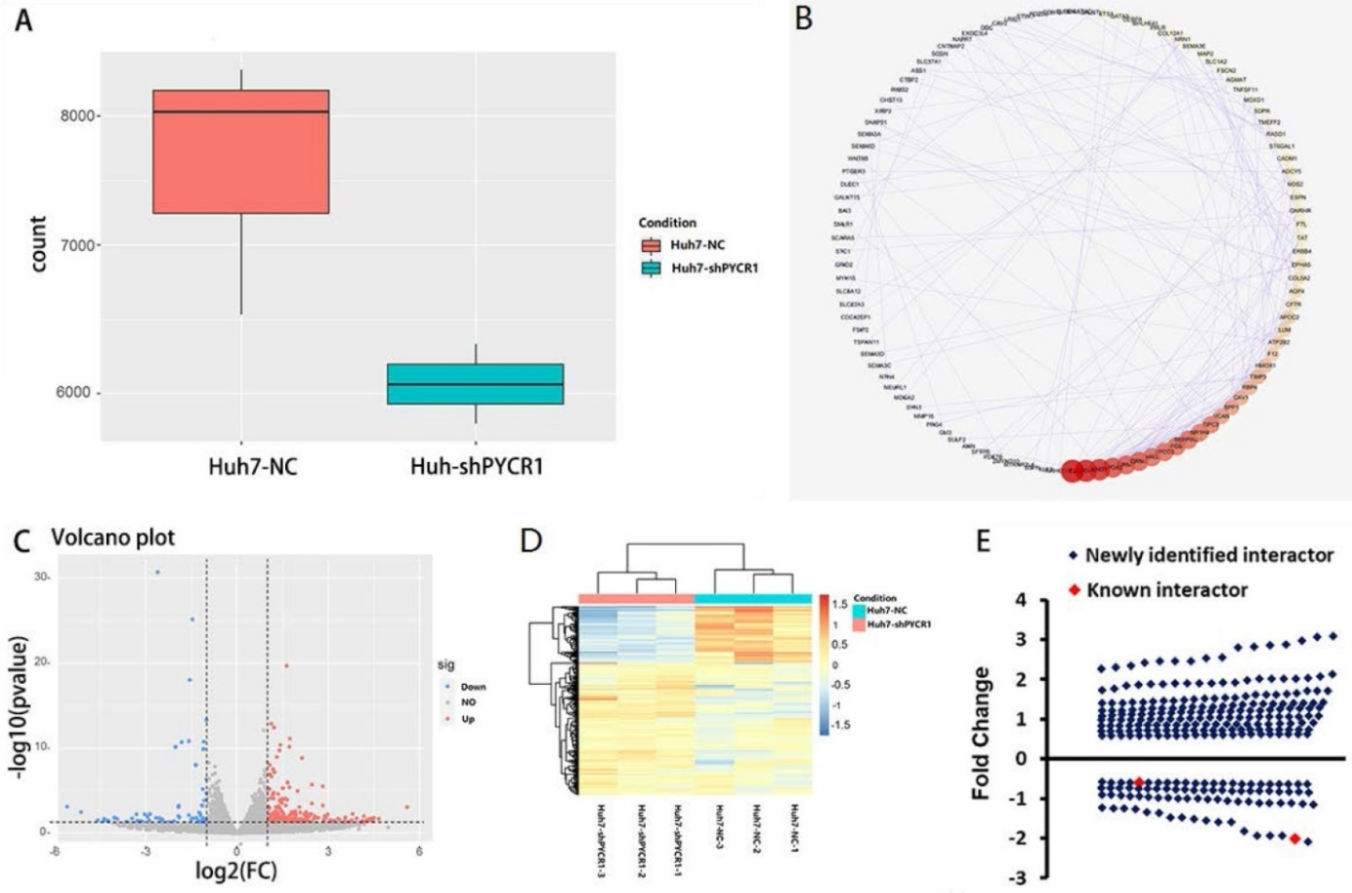
** Down-regulation of PYCR1 resulted in differential mRNA expression, as demonstrated by RNA-seq analysis.** (A) The PYCR1 mRNA expression level between PYCR1-silenced Huh7 cells and Huh7 cell control cells as determined by RNA-seq analysis. The gene counts were obtained by quantifying the number of reads that aligned with PYCR1 using the feature Counts programs. (B) The protein-protein interaction networks associated with the differentially expressed genes from RNA-Seq analysis. The interaction network is presented as a Cytoscape degree sorted circle summary layout; the nodes are shown as circles and the edges are shown as lines linking two nodes. (C) Volcano plot. Blue spots: up-regulated genes; red spots: down-regulated genes. (D) Heatmap. Significantly differentially expressed genes observed between control Huh7 cells and PYCR1-silenced Huh7 cells. (E) Distribution of up/down-regulated genes after the silencing of PYCR1 in HCC cells. Red spots: known genes; blue spots: newly identified genes.

**Figure 6:**
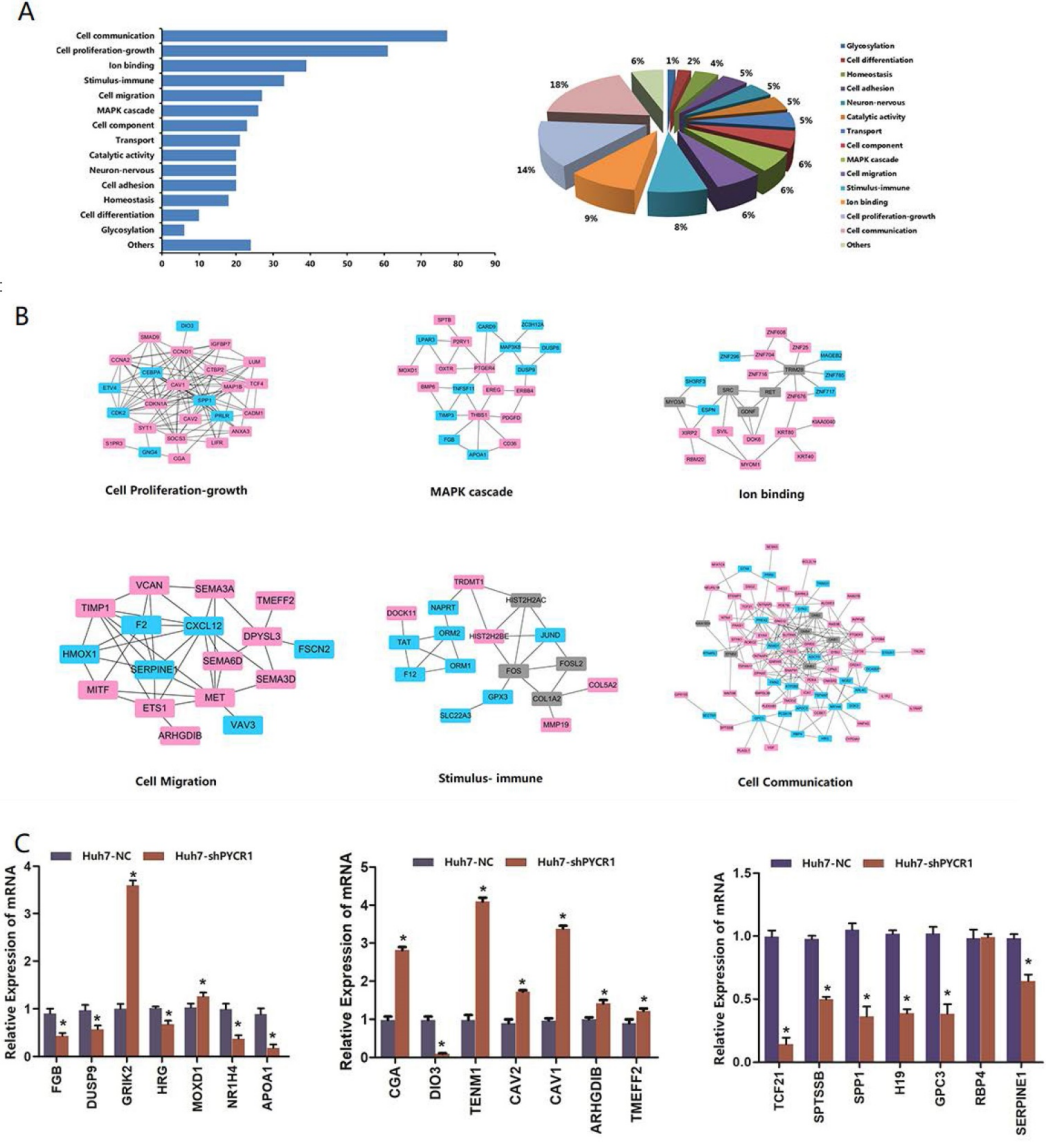
** Biological functional groups of differentially expressed genes in HCC cells.** (A) Multiple functional categories. (B) Pathway modules. Red spot: up-regulated genes after silencing of PYCR1; blue spot: down-regulated genes after silencing of PYCR1; gray spot: potential node genes. (C) Validation of mRNA levels of differentially expressed genes obtained via RNA-seq with qRT-PCR.

**Figure 7:**
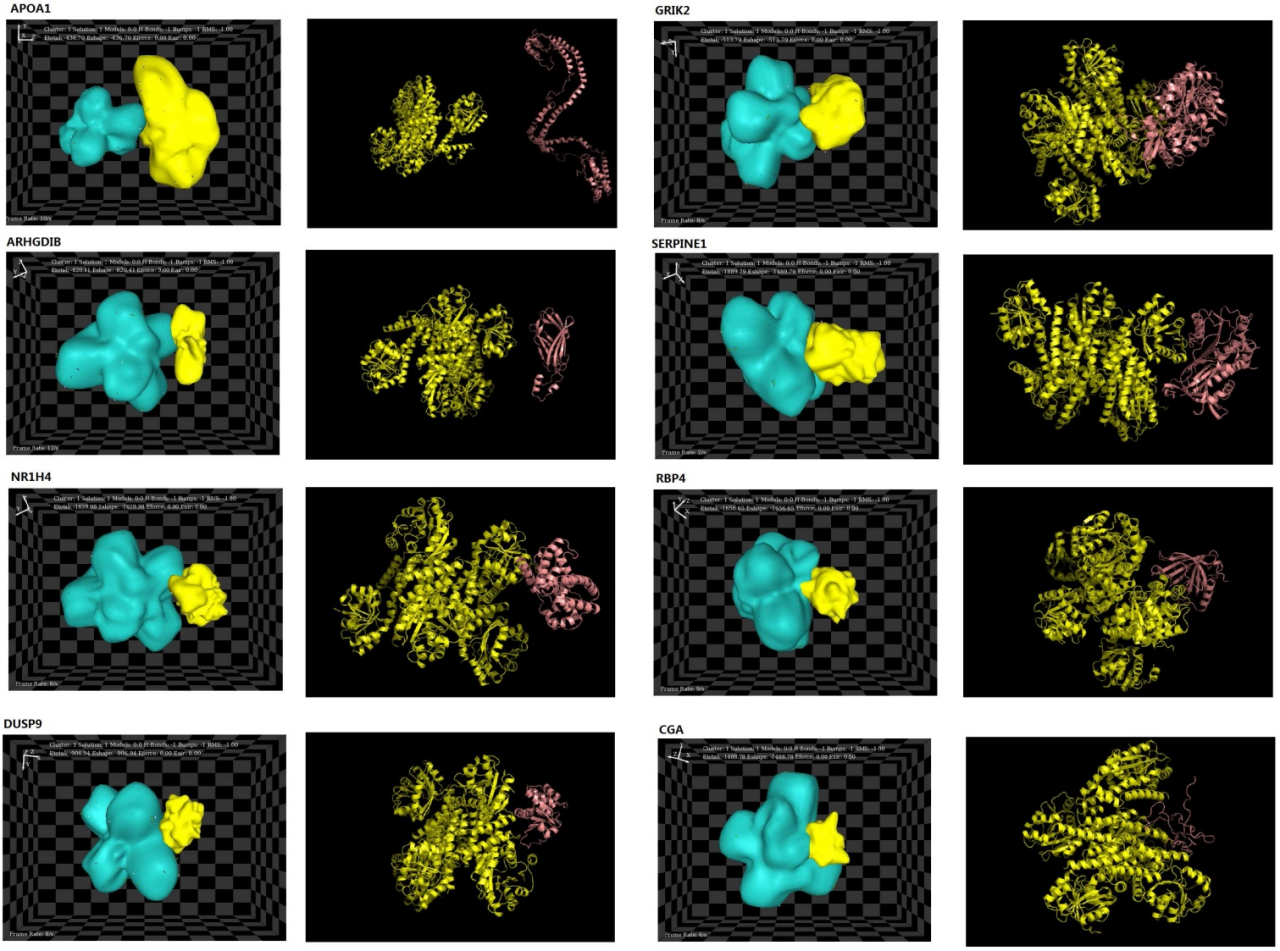
** Docking results of PYCR1 and its target proteins including APOP1, GRIK2, ARHGDIB, DUSP9, CGA, RBP4, NR1H4, and SERPINE1.** PDB files for each target protein and PYCR1 were collected from https://www.rcsb.org/.

**Figure 8:**
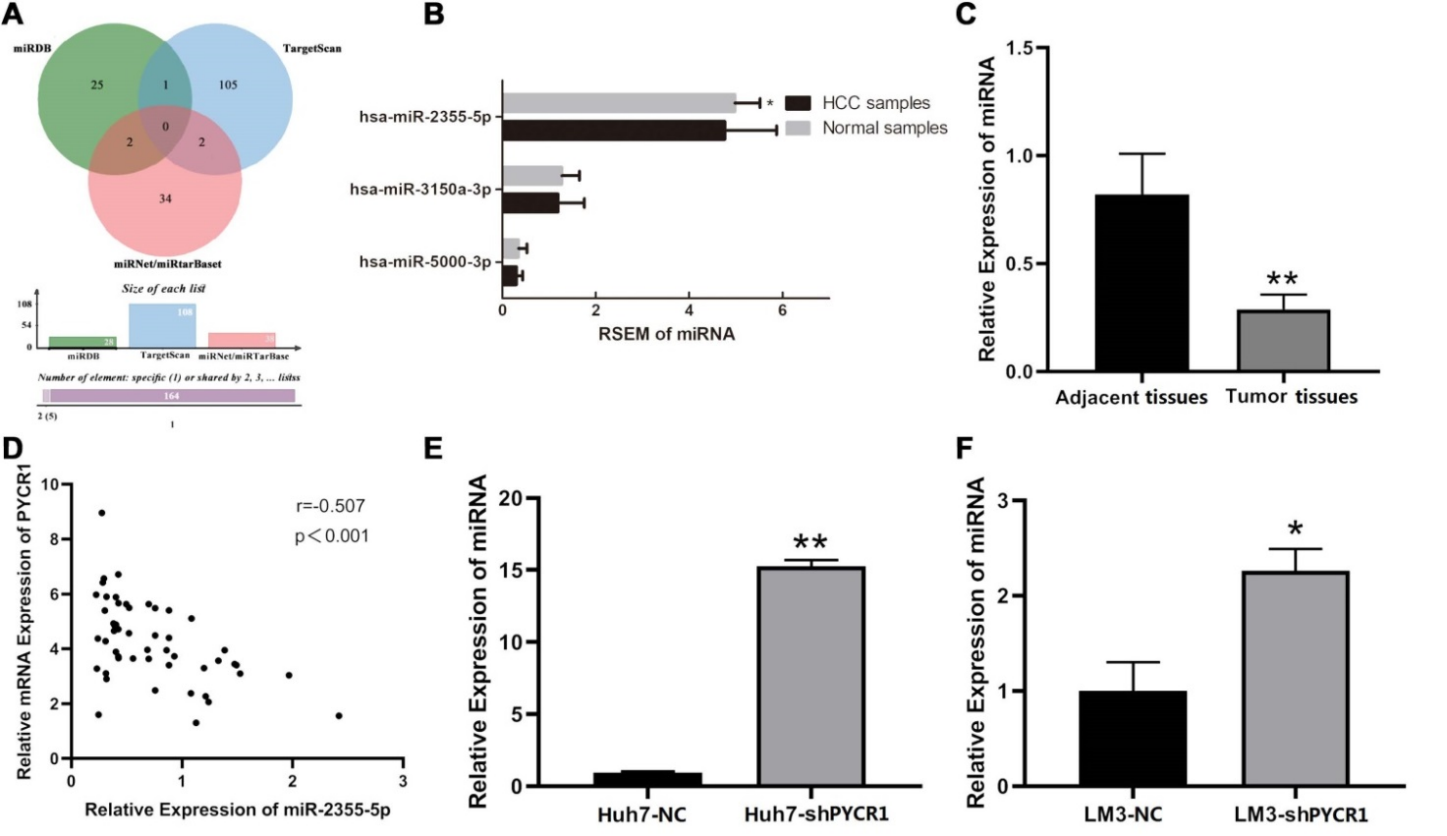
** Potential miRNAs targeting PYCR1 mRNA in HCC.** (A) Online prediction of upstream regulatory miRNAs of PYCR1 mRNA; (B) Expression levels of miR-2355-5p, miR-3150a-3p, and miR-5000-3p in HCC and adjacent samples from TCGA; (C) Correlation analysis between PYCR1 mRNA and miR-2355-5p; (D) Validation of qRT-PCR: decreased miR-2355-5p in HCC tissues compared to adjacent tissues; (E, F) Up-regulated miR-2355-5p in HCC cell lines of Huh7 and LM3 after silencing PYCR1.

**Table 1:** Correlation between PYCR1 expression and clinicopathological characteristics in HCC patients from the TCGA datasets (n=363)

Clinical features	Case	PYCR1 level (RSEM; mean ±SD)	*p* value
**Sample**			
LIHC	363	7.8001±2.7867	*p*<0.05*
Adjacent tissues	50	6.7891±0.6630	
Age at diagnosis (years)			
≤45	48	8.7148±2.5031	*p*<0.05*
>45	314	7.6514±2.8046	
Unknown	1		
**Gender**			
Female	117	8.3916±2.4315	*p*<0.05*
Male	246	7.5188±2.9032	
**The AFP in serum**			
≤20 ng/ml	143	6.8501±2.7379	*p*<0.05*
>20 ng/ml	129	8.4698±2.7093	
Unknown	91		
**Pathologic stage**			
I-II	251	7.4905±2.8598	*p*<0.05*
III-IV	88	8.6980±2.4119	
Unknown	24		
**Child-Pugh classification**			
A	213	7.4002±2.8886	p>0.05
B	21	8.1762±3.1039	
C	1		
Unknown	128		

TCGA: The Cancer Genome Atlas; LIHC: Liver Hepatocellular Carcinoma; HCC: hepatocellular carcinoma; RSEM: RNA-Seq by Expectation-Maximization; PYCR1: Pyrroline-5-carboxylate reductase 1; AFP: Alpha Fetoprotein; SD: standard deviation. *p < 0.05.

**Table 2:** Correlation between the factors and clinicopathological characteristics in hepatocellular carcinoma (n = 106)

Clinical features	Case number	PYCR1		*P* value
		Low/Neg (*n =* 60)	High (*n =* 46)	
**Age (years)**				
≤45	47	21	26	0.032<0.05*
>45	59	39	20	
**Gender**				
Male	84	45	39	0.239>0.05
Female	22	15	7	
**Smoking**				
Yes	44	21	23	0.164>0.05
No	62	39	23	
**Drinking**				
Yes	44	25	19	1.000>0.05
No	62	35	27	
**HBsAg infection**				
Yes	83	50	33	0.163>0.05
No	23	10	13	
**AFP (ng/mL)**				
≤20	32	19	13	0.832>0.05
>20	74	41	33	
**ALT (U/L)**				
≤40	61	35	26	1.000>0.05
>40	45	25	20	
**AST (U/L)**				
≤40	53	27	26	0.327>0.05
>40	53	33	20	
**Clinical staging**				
I + II	58	39	19	0.019<0.05*
III + IV	48	21	27	
**Tumor size (cm)**				
≤5	43	25	18	0.843>0.05
>5	63	35	28	
**Metastasis**				
Yes	15	6	9	0.174>0.05
No	91	54	37	
**Invasion (DHCC)**				
Yes	50	27	23	1.000>0.05
No	44	24	20	
Unknown	12	9	3	
**Lack of P53**				
Yes	70	37	33	0.274>0.05
No	29	19	10	
Unknown	7	4	3	
**Sample**				
HCC	106	60	46	0.021<0.05*
Adjacent tissue	106	77	29	

AFP: Alpha Fetoprotein; DHCC: diffuse hepatocellular carcinoma; Neg: negative; NS: no significance; *: p < 0.05.

**Table 3:** Molecular docking total energy values for PYCR1 and its interactor proteins with hot spot analysis

Target proteins	Name of PDB files	Positions	E_total_ kcal·mol^-1^	Hot spots of PYCR1	Hot spots of target protein
APOA1	3K2S	25-267	-436.7	/	/
GRIK2	3QXM	429-544, 667-806	-513.79	/	/
ARHGDIB	1DS6	23-199	-820.41	/	/
DUSP9	2HXP	201-345	-906.94	ARG200(A), GLU221(B)	HIS251(G), GLU278(G), GLN282(G)
CGA	1HD4	25-116	-1488.78	ASP165(A), ARG264(A), ARG266(A), GLU267(A), GLN269(A), SER270(A), MET271(A), ILE263(C)	LEU41(G), ARG42(G), SER43(G), VAL61(G), LYS63(G), TYR65(G), TYR88(G), TYR89(G), SER92(G)
RBP4	5NU7	19-200	-1656.65	/	/
NR1H4	4QE6	258-486	-1659.98	/	/
SERPINE1	1C5G	1-402	-1889.79	SER43(B), ARG46(B)	LEU211(G), THR228(G), ASN229(G)

# Supplementary material for: Deciphering the effects of PYCR1 on cell function and its associated mechanism in hepatocellular carcinoma
**Source:** Int J Biol Sci. 2021 Jun 1;17(9):2223–39. doi: 10.7150/ijbs.58026
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

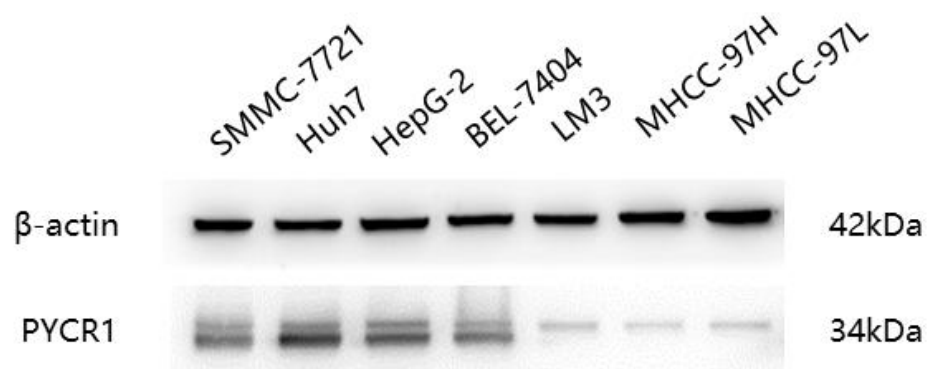

**Figure S1.** Western blot analysis was used to detect PYCR1 expression in HCC cell lines.

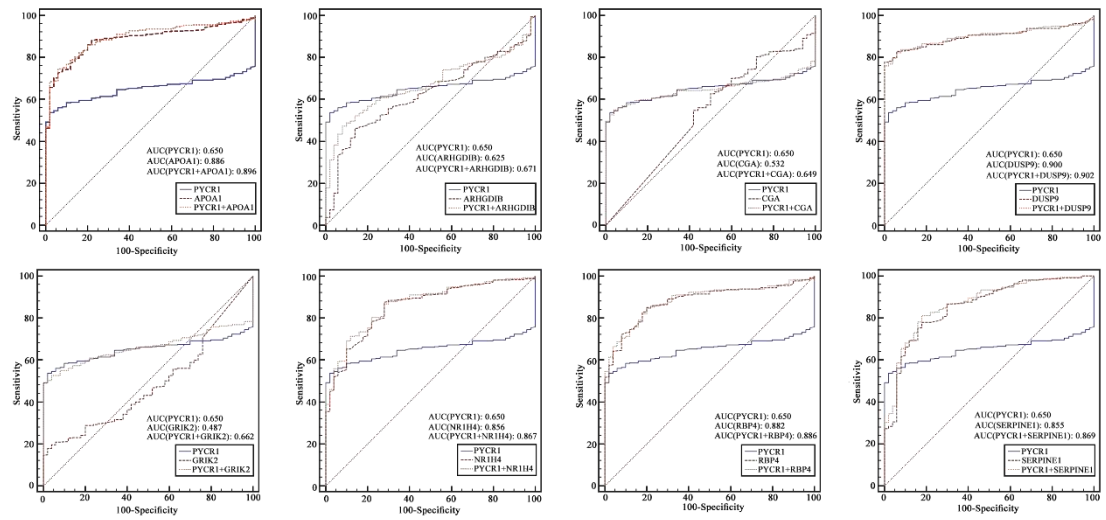

**Figure 2S.** ROC curves for PYCR1 combining with its interacting proteins.

**Table S1.** Sequences of specific primers used for qRT-PCR analysis (5'-3' orientation).

| Gene             | Primer                    |
|------------------|---------------------------|
| Actin-Forward    | TGGCACCCAGCACAAATGAA      |
| Actin-Reverse    | CTAAGTCATAGTCCGCCTAGAAGCA |
| PYCR1-Forward    | GGTCTCCGGACAGCATGAG       |
| PYCR1-Reverse    | TGTGGGGTGTCAACTTCACC      |
| CGA-Forward      | CTTCGGATCCACAGTCAACC      |
| CGA-Reverse      | GAGCGGAATGGAGAACATGC      |
| DIO3-Forward     | GTGATGTTCGTGGATGGGGAG     |
| DIO3-Reverse     | GCTCGTGGTCAAGACCAGTT      |
| TENM1-Forward    | TGTCATTTGACAGCAGGCGT      |
| TENM1-Reverse    | CTTCTCAGGCAGGAAAGGGG      |
| CAV2-Forward     | GCTGTCTGCACATCTGGATT      |
| CAV2-Reverse     | CGTCCTACGCTCGTACACAA      |
| CAV1-Forward     | GGGGTGTTCGAGAGAGGTA       |
| CAV1-Reverse     | CGGTGTAGAGATGTCCCTGCG     |
| ARHGDIB-Forward  | AGCTTTGACGCTAGCCAGG       |
| ARHGDIB-Reverse  | TGGCACAAAGACTCCTGAACA     |
| SERPINE1-Forward | CCTGGTTCTGCCCAAGTTCT      |
| SERPINE1-Reverse | CCACTCTCGTTCACCTCGAT      |
| DUSP9-Forward    | CCGTCCTAATCAACGTGCCT      |
| DUSP9-Reverse    | CAACCACCTGGAGAGGGAAC      |
| TMEFF2-Forward   | ATACGTTGTTCCCGGTCCTG      |
| TMEFF2-Reverse   | GGGGCATTTCCTTGTGATGC      |
| GRIK2-Forward    | CATGCAGCAAGGTTCTGAGC      |
| GRIK2-Reverse    | CACTGTCAGAAAGGCGGCTA      |
| HRG-Forward      | TGGACTTCTCTGTGCGGAAC      |
| HRG-Reverse      | TTCTCATGTTCTGAGGGTGC      |
| NR1H4-Forward    | GGGAATGTTGGCTGAATGCTT     |
| NR1H4-Reverse    | TCGCAAGTCACGACCTTCAC      |
| MOXD1-Forward    | TCTACAGACCAGTCACGACCT     |
| MOXD1-Reverse    | CCTTGAATCGACCACTCAGCA     |
| APOA1-Forward    | CAGCGGCAGAGACTATGTGT      |
| APOA1-Reverse    | GCTGTCCCAGTTGTCAAGGA      |
| RBP4-Forward     | TGGCACGAGTGCAGGGTAAC      |
| RBP4-Reverse     | TCTTGCCCAGGAATCCGC        |
| GPC3-Forward     | CAAGGCTGTATGGCAGGTGT      |
| GPC3-Reverse     | TCTTCTCAGTTTCAGTGGTGGTC   |
| FGB-Forward      | CAAGAAGAGAGAAGAGGCTTTGC   |
| FGB-Reverse      | GAAGAGGAGGTCTGGGAAACAG    |
| SPTSSB-Forward   | ACCTAAGCCGCAGGGAGATA      |
| SPTSSB-Reverse   | GCAGTAAGTTTGTCTAAGAAAGT   |
| TCF21-Forward    | CAACCTGACGTGGCCCTTTATG    |
| TCF21-Reverse    | GGAAGCAGAGACAGAGAGCAC     |

|                     |                          |
|---------------------|--------------------------|
| SPP1-Forward        | GCTTTACAACAAATACCCAGATGC |
| SPP1-Reverse        | GGACTTACTTGGAAGGGTCTGTG  |
| H19-Forward         | GCTTGGAAATGAATATGCTGC    |
| H19-Reverse         | TCCTCTAGCTTCACCTTCC      |
| U6- Forward         | CGCAAGGATGACACGCAAATTC   |
| miR-2355-5p-Forward | ATCCCCAGATACAATGGACAA    |

---

**Table 2S.** Molecular docking results of positive controls with PYCR1.

| Target proteins | Confirming experiments | Name of PDB files | Position | $E_{\text{total}}$ kcal·mol <sup>-1</sup> |
|-----------------|------------------------|-------------------|----------|-------------------------------------------|
| PARK7           | CO-IP                  | 2RK3              | 1-189    | -1139.12                                  |
| FERMT2          | CO-IP; MS              | 4F7H              | 328-499  | -1219.99                                  |
| RRM2B           | CO-IP; MS              | 4DJN              | 13-322   | -1566.48                                  |
| SIRT3           | CO-IP                  | 4BN4              | 116-399  | -1635.58                                  |
| STAT3           | CO-IP                  | 6NJS              | 127-688  | -1739.72                                  |

PARK7: Parkinson disease protein 7; FERMT2: Fermitin family homolog 2; RRM2B: Ribonucleoside-diphosphate reductase subunit M2 B; SIRT3: NAD-dependent protein deacetylase sirtuin-3; STAT3: Signal transducer and activator of transcription 3; CO-IP: co-immunoprecipitation; MS: mass spectrometry

**Table 3S:** Sensitivity and specificity to diagnose hepatocellular carcinoma with PYCR1 and its interacting proteins.

| Model            | AUC (95%CI)           | Base on TCGA analysis |                 |
|------------------|-----------------------|-----------------------|-----------------|
|                  |                       | Sensitivity (%)       | Specificity (%) |
| PYCR1            | 0.650 (0.602 - 0.696) | 53.7                  | 98.0            |
| PYCR1 + APOA1    | 0.896 (0.823 - 0.924) | 74.7                  | 74.0            |
| PYCR1 + ARHGDIB  | 0.671 (0.624 - 0.716) | 47.4                  | 92.0            |
| PYCR1 + CGA      | 0.649 (0.601 – 0.695) | 55.1                  | 96.0            |
| PYCR1 + DUSP9    | 0.902 (0.869 – 0.929) | 82.4                  | 94.0            |
| PYCR1 + GRIK2    | 0.662 (0.614 – 0.708) | 49.0                  | 100             |
| PYCR1 + NR1H4    | 0.867 (0.830 – 0.898) | 71.3                  | 88.0            |
| PYCR1 + RBP4     | 0.886 (0.851 - 0.915) | 84.6                  | 80.0            |
| PYCR1 + SERPINE1 | 0.869 (0.833 – 0.900) | 81.3                  | 82.0            |

**Table 4S.** Predicted miRNAs targeting PYCR1 from each database.

| Online database | Species      | Predicted miRNA ID                      |
|-----------------|--------------|-----------------------------------------|
| miRDB           | Homo sapiens | <a href="#"><u>hsa-miR-1253</u></a>     |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-323a-5p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-378a-5p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-4270</u></a>     |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-4287</u></a>     |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-4290</u></a>     |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-4436a</u></a>    |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-4441</u></a>     |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-4469</u></a>     |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-4492</u></a>     |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-4504</u></a>     |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-4520-5p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-4747-5p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-5000-3p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-5196-5p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-520g-5p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-548a-3p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-548ar-3p</u></a> |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-548az-3p</u></a> |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-548bc</u></a>    |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-548e-3p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-548f-3p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-602</u></a>      |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-6081</u></a>     |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-6764-5p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-6867-3p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-7113-3p</u></a>  |
|                 | Homo sapiens | <a href="#"><u>hsa-miR-7150</u></a>     |
|                 | Homo sapiens | hsa-miR-129-3p                          |
|                 | Homo sapiens | hsa-miR-199-5p                          |
|                 | Homo sapiens | hsa-miR-133a-3p.1                       |
|                 | Homo sapiens | hsa-miR-802                             |
|                 | Homo sapiens | hsa-miR-383-5p.1                        |
| TargetScan      | Homo sapiens | hsa-miR-133a-3p.2                       |
|                 | Homo sapiens | hsa-miR-140-3p.2                        |
|                 | Homo sapiens | hsa-miR-192-5p                          |
|                 | Homo sapiens | hsa-miR-128-3p                          |
|                 | Homo sapiens | hsa-miR-10-5p                           |
|                 | Homo sapiens | hsa-miR-9-5p                            |

|              |                  |
|--------------|------------------|
| Homo sapiens | hsa-miR-150-5p   |
| Homo sapiens | hsa-miR-125-5p   |
| Homo sapiens | hsa-miR-29-3p    |
| Homo sapiens | hsa-miR-124-3p.1 |
| Homo sapiens | hsa-miR-137      |
| Homo sapiens | hsa-miR-27-3p    |
| Homo sapiens | hsa-miR-219-5p   |
| Homo sapiens | hsa-miR-124-3p.2 |
| Homo sapiens | hsa-miR-145-5p   |
| Homo sapiens | hsa-miR-216b-5p  |
| Homo sapiens | hsa-miR-33-5p    |
| Homo sapiens | hsa-miR-489-3p   |
| Homo sapiens | hsa-miR-1-3p     |
| Homo sapiens | hsa-miR-423-5p   |
| Homo sapiens | hsa-miR-328-3p   |
| Homo sapiens | hsa-miR-331-3p   |
| Homo sapiens | hsa-miR-342-3p   |
| Homo sapiens | hsa-miR-504-5p.1 |
| Homo sapiens | hsa-miR-1197     |
| Homo sapiens | hsa-miR-491-5p   |
| Homo sapiens | hsa-miR-378-3p   |
| Homo sapiens | hsa-miR-326      |
| Homo sapiens | hsa-miR-532-3p   |
| Homo sapiens | hsa-miR-3064-5p  |
| Homo sapiens | hsa-miR-299-3p   |
| Homo sapiens | hsa-miR-877-5p   |
| Homo sapiens | hsa-miR-670-3p   |
| Homo sapiens | hsa-miR-874-3p   |
| Homo sapiens | hsa-miR-136-5p   |
| Homo sapiens | hsa-miR-488-3p   |
| Homo sapiens | hsa-miR-377-3p   |
| Homo sapiens | hsa-miR-339-5p   |
| Homo sapiens | hsa-miR-873-5p.1 |
| Homo sapiens | hsa-miR-340-5p   |
| Homo sapiens | hsa-miR-543      |
| Homo sapiens | hsa-miR-5194     |
| Homo sapiens | hsa-miR-378g     |
| Homo sapiens | hsa-miR-3150a-3p |
| Homo sapiens | hsa-miR-5000-3p  |
| Homo sapiens | hsa-miR-4640-5p  |
| Homo sapiens | hsa-miR-3173-5p  |
| Homo sapiens | hsa-miR-2114-3p  |

|              |                 |
|--------------|-----------------|
| Homo sapiens | hsa-miR-4739    |
| Homo sapiens | hsa-miR-2355-5p |
| Homo sapiens | hsa-miR-588     |
| Homo sapiens | hsa-miR-511-3p  |
| Homo sapiens | hsa-miR-3690    |
| Homo sapiens | hsa-miR-4640-3p |
| Homo sapiens | hsa-miR-4731-5p |
| Homo sapiens | hsa-miR-766-5p  |
| Homo sapiens | hsa-miR-654-5p  |
| Homo sapiens | hsa-miR-1266-3p |
| Homo sapiens | hsa-miR-214-3p  |
| Homo sapiens | hsa-miR-345-3p  |
| Homo sapiens | hsa-miR-670-5p  |
| Homo sapiens | hsa-miR-545-5p  |
| Homo sapiens | hsa-miR-605-3p  |
| Homo sapiens | hsa-miR-3194-5p |
| Homo sapiens | hsa-miR-450b-5p |
| Homo sapiens | hsa-miR-508-3p  |
| Homo sapiens | hsa-miR-510-5p  |
| Homo sapiens | hsa-miR-642b-5p |
| Homo sapiens | hsa-miR-525-5p  |
| Homo sapiens | hsa-miR-3605-5p |
| Homo sapiens | hsa-miR-3179    |
| Homo sapiens | hsa-miR-3918    |
| Homo sapiens | hsa-miR-518d-5p |
| Homo sapiens | hsa-miR-4766-5p |
| Homo sapiens | hsa-miR-574-5p  |
| Homo sapiens | hsa-miR-5691    |
| Homo sapiens | hsa-miR-4428    |
| Homo sapiens | hsa-miR-873-3p  |
| Homo sapiens | hsa-miR-660-5p  |
| Homo sapiens | hsa-miR-513a-5p |
| Homo sapiens | hsa-miR-2114-5p |
| Homo sapiens | hsa-miR-675-3p  |
| Homo sapiens | hsa-miR-625-5p  |
| Homo sapiens | hsa-miR-1252-5p |
| Homo sapiens | hsa-miR-4761-3p |
| Homo sapiens | hsa-miR-516b-5p |
| Homo sapiens | hsa-miR-324-3p  |
| Homo sapiens | hsa-miR-345-5p  |
| Homo sapiens | hsa-miR-1343-3p |
| Homo sapiens | hsa-miR-370-3p  |

|                   |              |                  |
|-------------------|--------------|------------------|
|                   | Homo sapiens | hsa-miR-642-3p   |
|                   | Homo sapiens | hsa-miR-642a-5p  |
|                   | Homo sapiens | hsa-miR-2116-3p  |
|                   | Homo sapiens | hsa-miR-197-3p   |
|                   | Homo sapiens | hsa-miR-3127-5p  |
|                   | Homo sapiens | hsa-miR-3163     |
|                   | Homo sapiens | hsa-miR-133b     |
|                   | Homo sapiens | hsa-miR-215-5p   |
|                   | Homo sapiens | hsa-miR-506-3p   |
|                   | Homo sapiens | hsa-miR-206      |
|                   | Homo sapiens | hsa-miR-3619-5p  |
|                   | Homo sapiens | hsa-miR-519-5p   |
|                   | Homo sapiens | hsa-miR-1913     |
|                   | Homo sapiens | hsa-miR-34a-5p   |
|                   | Homo sapiens | hsa-miR-92a-1-5p |
|                   | Homo sapiens | hsa-miR-129-1-3p |
|                   | Homo sapiens | hsa-miR-129-2-3p |
|                   | Homo sapiens | hsa-miR-377-5p   |
|                   | Homo sapiens | hsa-miR-920      |
|                   | Homo sapiens | hsa-miR-940      |
|                   | Homo sapiens | hsa-miR-1233-3p  |
|                   | Homo sapiens | hsa-miR-1253     |
|                   | Homo sapiens | hsa-miR-2110     |
|                   | Homo sapiens | hsa-miR-3150a-3p |
|                   | Homo sapiens | hsa-miR-3173-3p  |
|                   | Homo sapiens | hsa-miR-4300     |
|                   | Homo sapiens | hsa-miR-2355-5p  |
| miRNet/miRTarBase | Homo sapiens | hsa-miR-4271     |
|                   | Homo sapiens | hsa-miR-3679-3p  |
|                   | Homo sapiens | hsa-miR-3919     |
|                   | Homo sapiens | hsa-miR-4468     |
|                   | Homo sapiens | hsa-miR-4690-3p  |
|                   | Homo sapiens | hsa-miR-4725-3p  |
|                   | Homo sapiens | hsa-miR-5591-5p  |
|                   | Homo sapiens | hsa-miR-5685     |
|                   | Homo sapiens | hsa-miR-6081     |
|                   | Homo sapiens | hsa-miR-6086     |
|                   | Homo sapiens | hsa-miR-6090     |
|                   | Homo sapiens | hsa-miR-655-5p   |
|                   | Homo sapiens | hsa-miR-3912-5p  |
|                   | Homo sapiens | hsa-miR-6726-5p  |
|                   | Homo sapiens | hsa-miR-6763-5p  |

|              |                   |
|--------------|-------------------|
| Homo sapiens | hsa-miR-6793-3p   |
| Homo sapiens | hsa-miR-6810-5p   |
| Homo sapiens | hsa-miR-6814-5p   |
| Homo sapiens | hsa-miR-6827-5p   |
| Homo sapiens | hsa-miR-6780b-5p  |
| Homo sapiens | hsa-miR-6857-5p   |
| Homo sapiens | hsa-miR-6891-5p   |
| Homo sapiens | hsa-miR-450a-2-3p |
| Homo sapiens | hsa-let-7e-5p     |

---

How the deposited data were processed for this re-analysis (not part of the article)

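Gene expression was measured by RNA-seq in 6 libraries of Huh7 cells, 3 of control cells and 3 of PYCR1-silenced cells. The authors assessed the reads with FastQC, aligned them to GRCh38 with HISAT2 and counted fragments per gene with featureCounts, summed over the exons of the Ensembl annotation, without strand information. The deposited values are these raw counts, 1 column per library, and all of the per-sample columns were used. Each library's condition was taken from its label. The chromosome lengths of the reference used here were those of the authors' build. The numbers of the replicates run from 1 to 3 in the control libraries and from 4 to 6 in the silenced libraries.

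From the counts, normalized values (CPM) and log2 fold changes were computed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr and robust quasi-likelihood fits, and the condition as the only term. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The common biological coefficient of variation was 0.147. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives. The paper also used DESeq2, in an earlier version. Adjusted p-values are from the Benjamini-Hochberg method over the genes tested. The paper's limits were a fold change over 1.5 or under 0.67 with an unadjusted p under 0.05. A fold against a group with all libraries at or under 3 counts was computed against 3 counts and is a lower bound.

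The rule for the genes to be named was fixed before the data were examined, as were the tests and most alternatives. It took the genes that the paper names in its text, tables, Fig. 4F and Fig. 6C, the nodes of Fig. 6B that went against their drawn direction or missed the paper's limits, PYCR3 and PRODH, and the 5 largest rises and the 5 largest falls. The latter were chosen among genes with an adjusted p under 0.05, a mean of at least 1 CPM and all libraries of a condition on one side of the other. KLF7 was named because it holds the hairpin of miR-2355, before its value was seen. Gene lists for proliferation, mesenchymal, epithelial, hepatocyte, amino acid response, interferon response, MAPK output, p53 target, oxidative stress, mitochondrial genome and ribosomal protein genes were also written before and tested with limma's camera on log2 CPM (prior count 2, inter-gene correlation 0.01). Genes with a 3′ untranslated site for positions 2 to 8 of an shRNA guide were compared with 10000 random lists matched on expression and length of the 3′ untranslated region.

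Alternatives fixed before were DESeq2, limma-voom, other size factors (RLE), library size alone, no filter on low counts, at least 10 counts in every library, non-robust fits, each library left out in turn, a fold-change limit of 2, adjusted p-values at the paper's fold changes and a test against a fold change of 1.5. An adjustment of each library for exon GC content and exon length (loess, span 0.4) and a term for the sign of the length trend were added after the values were seen. GC content was available for 99.9% of the genes tested. Exon bases shared between genes were computed from the exon positions deposited with the counts, which follow the authors' Ensembl annotation. Matches of at least 100 bases at 95% identity or more to other genes were searched for with blastn.

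The fits were tested on simulated counts with 200 changed genes, drawn with the means, library sizes and spread of these libraries. Of 100 genes changed 2-fold, edgeR recovered 77% with 3 false calls among 15799 genes, and DESeq2 70% with 6 false calls. With a second difference added over 3 simulated libraries, edgeR recovered 68% without and 72% with a term for it. With a GC trend added in 1 simulated library, edgeR recovered 52% without and 69% with an adjustment for GC content. The results of qRT-PCR, immunoblotting, mice, tissue samples, public cohorts and docking were left out, since the counts do not hold them. The cell communication module of Fig. 6B was left out because its names could not be read.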

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

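The tests of technical explanations in this part were chosen after the results were seen. GRAMD1B, NTN4 and ZNF804A were among the 5 largest rises and HOXA13 and TSPAN7 among the 5 largest falls, and the paper's text and the readable figures do not discuss them. The other 5 genes of these 10 (CAV2, H19, TIMP3, SPP1 and GPC3) are named by the paper or drawn in its figures. In all 10, every silenced library lay on one side of every control library, which chance gives for 10% of genes with 3 libraries against 3, but the 10 were chosen for it.

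GRAMD1B had counts of 4, 10 and 9 in Huh7-NC and of 41, 48 and 42 in Huh7-shPYCR1, a log2 fold change of 2.45 (standard error 0.361, adjusted p = 0.0221 from edgeR's quasi-likelihood test). For NTN4 the log2 fold change was 1.99 (standard error 0.328, adjusted p = 0.0373), and for ZNF804A it was 1.75 (standard error 0.186, adjusted p = 0.00447). HOXA13 had a log2 fold change of -1.81 (standard error 0.231, adjusted p = 0.00945) and TSPAN7 one of -1.57 (standard error 0.19, adjusted p = 0.00642). The adjusted p stayed under 0.05 in all 6 fits that each left out one library for ZNF804A, in 4 for HOXA13 and TSPAN7, in 2 for GRAMD1B and in 1 for NTN4. It was over 0.05 without Huh7-shPYCR1 replicate 4 for HOXA13 (0.0801), TSPAN7 (0.0691), GRAMD1B (0.117) and NTN4 (0.219), and without replicate 5 for the same genes (0.068, 0.068, 0.161 and 0.201). GRAMD1B also lost it without Huh7-NC replicate 1 (0.114) or Huh7-shPYCR1 replicate 6 (0.0519), and NTN4 without Huh7-NC replicate 1 (0.219) or 3 (0.0817) or Huh7-shPYCR1 replicate 6 (0.0906).

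The differences in GC content between the libraries did not account for these changes, since all 10 genes kept an adjusted p under 0.05 after the adjustment for GC content and length. With a term for the sign of the length trend, NTN4 had an adjusted p of 0.0525 (3.67e-05 to 0.219 over all alternatives), and the other 4 genes had values from 0.00628 to 0.0392. Loss of fragments to overlapping genes applies to few of them, since 2 of the 10 genes (ZNF804A with 12.1% and TSPAN7 with 21.7%) share more than 10% of their exon bases with another gene. For TSPAN7, 38.8% of its longest transcript also matches another annotated gene at 95% identity or more, so its count is uncertain. The silencing of PYCR1 stays open as a biological explanation, as do effects of the shRNA on other genes and differences between the cell populations, none of which this design can part.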

How the results depend on the processing

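All alternatives were fixed before the data were examined, apart from the adjustment for GC content and length and the term for the sign of the length trend. Of the 38 named genes tested apart from PYCR1, 33 kept their direction under every alternative run. An adjusted p under 0.05 was found for 18 of them, and 5 kept it under every alternative. Most losses came from leaving out a library: 13 without Huh7-shPYCR1 replicate 5, 9 without replicate 4, 7 without Huh7-NC replicate 1, 5 without Huh7-shPYCR1 replicate 6 and 3 without Huh7-NC replicate 3.

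Genes at an adjusted p under 0.05 numbered 48 (31 higher, 17 lower). They numbered 155 with DESeq2 (89 higher, 66 lower), 352 without a filter (215 and 137) and 96 after the adjustment for GC content and length (64 and 32). The 6 fits that each left out one library gave 6 to 873 genes (3 to 449 higher, 3 to 424 lower). The 873 were found without Huh7-NC replicate 2, the 6 without Huh7-shPYCR1 replicate 5, 10 without replicate 4, 13 without Huh7-NC replicate 1 and 28 without Huh7-shPYCR1 replicate 6. Fewer libraries do not account for the rise to 873, and its cause was not tested. Without Huh7-NC replicate 2, the control libraries left had a positive rho with GC content and every silenced library a negative one. The conditions then coincided with the GC trend of the libraries, and log2 fold changes followed GC content most strongly of all fits (rho -0.503). Adjusted p-values from this fit carry that limit.

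Genes at the paper's limits numbered 660 (474 up, 186 down) and 484 coding (340 and 144). Without a filter there were 1155 (827 and 328), and the cause was not tested. With a limit of 2 there were 232 (183 and 49), 154 coding (120 and 34). With adjusted p-values there were 48 (31 and 17), 47 coding (30 and 17). Tested against a fold change of 1.5 there were 5 (2 and 3), all coding. Leaving out one library gave 502 to 1298 genes (326 to 980 up, 122 to 318 down) and 377 to 968 coding genes (240 to 725 up, 95 to 243 down), with 1298 and 968 without Huh7-NC replicate 2 and 122 and 95 down without Huh7-NC replicate 1. With library size alone the split was 620 up and 133 down.

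PYCR1 had a log2 fold change of -0.42 with an adjusted p under 0.05 without Huh7-NC replicate 2. Its values without one library ranged from -0.42 to -0.24, and the adjusted p-values over all alternatives from 0.0391 to 0.853. Of the 4 EMT marker transcripts, 1 had the direction of the protein in the paper. The number was 0 after the adjustment for GC content and length and 1 to 2 without one library (2 without Huh7-NC replicate 2 or Huh7-shPYCR1 replicate 6).

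Values near 0 turned, and the cause was not tested. CTNNB1 was at -0.14 after the adjustment for GC content and length. With library size alone, CCNA2 was at 0.0513, CCND1 at 0.00199 and the proliferation list at 0.0148. The epithelial list was at -0.00739 after the adjustment for GC content and length, and the p53 target list at -0.000451 with the length-trend term. Over the fits without one library, IRS1 ranged from -0.246 to 0.0559 and CDH1 from -0.197 to 0.0206, both highest without Huh7-NC replicate 2. CCNA2 ranged from -0.126 to 0.0728 (highest without Huh7-NC replicate 2), CCND1 from -0.145 to 0.0649 (highest without Huh7-shPYCR1 replicate 5), the proliferation list from -0.107 to 0.0189, the epithelial list from -0.0311 to 0.0973, the MAPK output list from -0.0257 to 0.144 and the p53 target list from -0.00644 to 0.146. The proliferation list was highest and the epithelial list lowest without Huh7-shPYCR1 replicate 5, the MAPK output list was lowest without Huh7-NC replicate 3, and the p53 target list without Huh7-NC replicate 1.

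Of the 11 gene lists, 6 had an adjusted p under 0.05 with camera, 4 with fry, and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05. Non-robust fits play no part in camera and were not run for the lists. The median of genes with a seed site was at 0.0651 for the guide of RNAi 2, at percentile 9.72 of random lists, and at 0.0769 for the passenger strand of RNAi 2, at percentile 64.85. For the passenger strand of RNAi 3 it was at 0.109, above every random list. No paired analysis was run, because the replicate numbers only run on over the 2 conditions and no pairing is stated.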

Differences from the paper's values

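For the numbers of genes past the paper's limits and the counts of PYCR1, the values of the edgeR fit with all libraries and the filter on low counts were within 1.5 times the paper's values. Of the alternatives set before the data were examined, DESeq2 came nearest in the first 3 of the following numbers, with 572 genes against the paper's 569 and 431 coding genes against the paper's 425, of which 300 were upregulated and 131 downregulated against the paper's 298 and 127. Without Huh7-shPYCR1 replicate 4 there were 564 genes and 436 coding genes, 310 upregulated and 126 downregulated, the last being nearest to the paper's number. Without a filter on low counts, edgeR gave 1155 genes, 672 of them coding and 484 of these upregulated, each over 1.5 times the paper's number. The numbers were also over 1.5 times the paper's without Huh7-NC replicate 2 (1298 genes) or Huh7-shPYCR1 replicate 6 (934 genes).

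Fig. 6C draws H19, TCF21 and SPTSSB as lower in PYCR1-silenced cells, and the paper describes these qRT-PCR results as matching its RNA-seq. The text also calls TCF21 downregulated. In the deposited counts, their log2 fold changes were 1.73, 1.00 and 0.88, and they were above 0 in all alternatives. RBP4 is drawn unchanged, and its log2 fold change was -1.09. The paper draws CCNA2 and CCND1 as upregulated and CDK2 as downregulated in Fig. 6B, where the log2 fold changes were -0.01, -0.06 and 0.05, and none of the alternatives with the paper's limits called them. The paper draws MAP3K8 as downregulated, and its log2 fold change of -0.57 did not pass the paper's limits in edgeR. It passed them with DESeq2, limma-voom, RLE size factors and no filter on low counts, and without Huh7-NC replicate 3, Huh7-shPYCR1 replicate 4 or Huh7-shPYCR1 replicate 6. It also passed them after the adjustment for GC content and length, which was chosen after seeing the values. DIO3 and TENM1 of Fig. 6C were past the paper's limits with DESeq2 and in edgeR without a filter on low counts, and were not tested otherwise. The dashed lines of Fig. 5C stand at a fold change of about 2, read by eye, and the text gives 1.5 and 0.67. The text calls PYCR1 downregulated in these cells, and it reports the silencing from qRT-PCR and western blot, which the counts do not hold. The RNA-seq count of PYCR1 was not past the paper's limits for the other genes in edgeR, or under any of the alternatives with those limits.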

Other observations

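The tests of GC content, of single libraries, of exchanged labels, of the length trend of the exchanged groups and of the members that the paper picked were chosen after the results were seen. The other tests were fixed before. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many genes with an adjusted p under 0.05 as the conditions, the conditions included, and 2 gave as many genes past the paper's limits. With 3 libraries against 3, this share cannot fall under 0.1. The other of these splits exchanges Huh7-NC replicate 2 and Huh7-shPYCR1 replicate 6. It gave 227 genes with an adjusted p under 0.05, against 48 for the conditions, and 807 past the limits, against 660. The other 8 splits gave 0 genes with an adjusted p under 0.05, at most 772 with an unadjusted p under 0.05 and at most 309 past the limits.

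With the exchanged split as a term, 47 genes had an adjusted p under 0.05 between the conditions as labelled, and 0 in each of the 8 other splits fitted the same way. The same fit gave 110 genes by the exchanged split, and with an unadjusted p under 0.05 there were 1717 genes between the conditions and up to 1709 in another split. The library closest to Huh7-NC replicate 2 was Huh7-shPYCR1 replicate 4 (r = 0.991), and that closest to Huh7-NC replicate 1 was Huh7-shPYCR1 replicate 6 (r = 0.9895). The library closest to Huh7-shPYCR1 replicate 6 by r was replicate 4 of its own condition (r = 0.9903), which goes the other way. By the chi-square per degree of freedom between the counts of 2 libraries, its closest library was instead Huh7-NC replicate 1. That value was 14.7, against 16.51 for replicate 4, so this evidence depends on the measure. An exchange of the labels of Huh7-NC replicate 2 and Huh7-shPYCR1 replicate 6 is still not excluded. Exchanged labels and a technical difference between the libraries cannot be told apart here. The exchanged split follows the sign of the libraries' length trend, and the difference between its groups followed exon length across genes (Spearman rho 0.352). A difference in RNA quality or library preparation may lie behind it. The paper's text gives no batch for the libraries, so this was not tested. After the adjustment for GC content and length, 493 genes still differed between these groups and 96 between the conditions when each was fitted alone, and 287 and 125 with both in one fit, so the trends do not account for the whole of either difference.

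Log2 fold changes between the conditions followed exon length (rho 0.228), and they followed GC content (rho -0.436). The 9 splits that mix the conditions gave rhos from -0.18 to 0.348 with length, each of a size of at least 0.109, and from -0.538 to 0.347 with GC content, each of a size of at least 0.234, so neither trend is particular to the conditions. All of these splits hold Huh7-NC replicate 3, and the sign of their rho with GC content followed the group that held it. Without that library, the rho between the conditions was -0.17, so the size of the GC trend depended largely on it. Whether the rest of the trend has another source stays open. For PYCR1, 26.2% of genes of similar GC content and expression had a log2 fold change at or below its own, and the fall in its count cannot be separated from the composition of the libraries. This is consistent with a low degree of silencing in these libraries or with a trend in the libraries. The protein level was not measured here, and the paper reports lower PYCR1 mRNA and protein in silenced Huh7 cells by qRT-PCR and western blot. By contrast, 93.8% of the 48 genes with an adjusted p under 0.05 kept it after the adjustment for GC content and length, and 69.4% of those past the paper's limits stayed past them. Few counts are not behind most of these genes, since 75.2% had at least 10 counts in every library.

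H19, TCF21 and SPTSSB were higher in PYCR1-silenced cells. Their lowest log2 fold change was 0.852 after the adjustment for GC content and length and 0.603 over the 6 fits that each left out one library, so neither GC content nor a single library accounts for the direction. Whether the cells used for qRT-PCR differed from those sequenced was not tested.

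Of the 34 hepatocyte genes tested, 32 were lower in the silenced libraries, with a median log2 fold change of -0.39 (adjusted p = 8.77e-15 with camera, 0.0172 with fry and 0.136 with an estimated correlation). The study picked 10 members of the list from these libraries. The members that it did not pick had a median of -0.315 (22 of 24 lower), and after the adjustment for GC content and length the whole list had a median of -0.487. A loss of hepatocyte expression after PYCR1 silencing stays a hypothesis, since the list did not pass the threshold with an estimated correlation and the cells may differ in other ways. The interferon response list was higher, with a median of 0.187 (14 of 20 genes, adjusted p = 0.00814 with camera, 0.0172 with fry and 0.136 with an estimated correlation). This is what an innate response to the shRNA vector would give, but the control cells also carried a vector, and other causes were not tested. The mesenchymal list, of which the study picked 5 members, was also higher (median 0.27, 14 of 18 genes, adjusted p = 0.0241, and 0.0263 with fry). Its median was between 0.145 and 0.327 in the 6 fits that each left out one library. Its adjusted p was over 0.05 without a filter (0.105), with at least 10 counts in every library (0.0761), over members with a mean CPM of at least 1 (0.106), without Huh7-NC replicate 2 (0.0923), without Huh7-shPYCR1 replicate 5 (0.0625) and with an estimated correlation (0.152). The oxidative stress list was lower (median -0.26, 13 of 19 genes lower, adjusted p = 0.000379, 0.0172 with fry and 0.136 with an estimated correlation). The ribosomal protein list (median -0.24, adjusted p = 7.64e-10) and the amino acid response list (median -0.08, adjusted p = 0.012) were lower with camera. Their adjusted p was over 0.05 with fry (0.326 and 0.227) and with an estimated correlation (0.571 and 0.357). For the amino acid response list it was also over 0.05 without Huh7-shPYCR1 replicate 4 (0.0668) and after the adjustment for GC content and length (0.0603). Over the fits without one library, the median of the ribosomal protein list ranged from -0.382 to -0.168. That of the amino acid response list ranged from -0.169 to -0.0361. The adjusted p was over 0.05 for proliferation (median -0.05), epithelial (0.02), MAPK output (0.13), p53 target (0.07) and mitochondrial genome genes (-0.10). For the last it was 0.0249 without Huh7-shPYCR1 replicate 6 and 0.0172 after the adjustment for GC content and length.

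The paper measured EMT marker proteins in a western blot. Their transcripts had log2 fold changes of -0.10 for CDH1, 0.08 for CTNNB1, 0.23 for CDH2 and 0.35 for VIM. None had an adjusted p under 0.05 in edgeR, and 1 of the 4 (VIM) had an unadjusted p under 0.05. IRS1, which the paper discusses from another study, had a log2 fold change of -0.11 (standard error 0.166, adjusted p = 0.802).

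Genes with a 3′ untranslated site for the guide of RNAi 3 were lower than every one of the 10000 matched random lists (median 0.0404 against 0.0733, percentile 0). This is what seed-driven silencing of other genes would give. The guide of RNAi 1 and the passenger strand of RNAi 1 also gave a percentile of 0, although they belong to another shRNA, and after the adjustment for GC content and length the genes of RNAi 3 lay at percentile 14.04. Seed-driven silencing and the GC content of the libraries cannot be told apart here, also because the paper's text does not name the shRNA used. The paper reports a rise of miR-2355-5p after PYCR1 silencing. The gene that holds its hairpin, KLF7 on chromosome 2, had 3 to 8 counts per library and a log2 fold change of 0.361 without a filter on low counts (adjusted p = 0.877 from edgeR), which is too few counts to show whether the host gene rose.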
